# Targeting WD repeat domain 5 enhances chemosensitivity and inhibits proliferation and programmed death-ligand 1 expression in bladder cancer

**DOI:** 10.1186/s13046-021-01989-5

**Published:** 2021-06-21

**Authors:** Jingtong Zhang, Qianghua Zhou, Keji Xie, Liang Cheng, Shengmeng Peng, Ruihui Xie, Lixuan Liu, Yangjie Zhang, Wen Dong, Jinli Han, Ming Huang, Yuelong Chen, Tianxin Lin, Jian Huang, Xu Chen

**Keywords:** WDR5 inhibitor, OICR-9429, Bladder cancer, PD-L1, Target therapy, Chemosensitivity, Metastasis

## Abstract

**Background:**

Chemotherapy and/or immunotherapy are first-line treatments for advanced muscle-invasive bladder cancer (BCa), but the unsatisfactory objective response rate to these treatments yields poor 5-year patient survival. Discovery of therapeutic targets essential for BCa maintenance is critical to improve therapy response in clinic. This study evaluated the role of targeting WD repeat domain 5 (WDR5) with the small molecule compound OICR-9429 and whether it could be used to treat bladder cancer.

**Methods:**

We analysed the expression and clinical prognosis of WDR5 in a TCGA cohort. The pharmacological role of OICR-9429 was further investigated in vitro and in vivo. RNA sequencing, western blot, and chromatin immunoprecipitation (ChIP) were utilized to explored the mechanism underlying OICR-9429-induced WDR5 inhibition.

**Results:**

First, we found that WDR5 expression was upregulated in BCa and was associated with histologic grade, metastasis status, histologic subtype, and molecular subtype. High WDR5 expression level was also correlated with shorter overall survival (OS) in BCa. The WDR5 inhibitor OICR-9429 reduced cell viability by decreasing H3K4me3 levels but not WDR5 levels in T24, UM-UC-3, and TCCSUP BCa cells. OICR-9429 suppressed the proliferation of BCa cells by blocking the G1/S phase transition. Next, OICR-9429 enhanced apoptosis and chemosensitivity to cisplatin in BCa cells. In addition, OICR-9429 independently inhibited the motility and metastatic behaviour of BCa cells. In vivo experiments further revealed that OICR-9429 suppressed tumour growth, enhanced chemosensitivity, and reduced the toxicity of cisplatin in BCa. Notably, WDR5 was positively correlated with programmed death-ligand 1 (PD-L1) expression, and OICR-9429 suppressed immune evasion by blocking PD-L1 induced by IFN-γ. Mechanistically, some cell cycle-, antiapoptosis-, DNA repair-, metastasis-, and immune evasion-related genes, including BIRC5, XRCC2, CCNB1, CCNE2, PLK1, AURKA, FOXM1, and PD-L1 were identified to be directly regulated by OICR-9429 in a H3K4me3-dependent manner.

**Conclusions:**

Our novel finding is that the WDR5 inhibitor, OICR-9429, suppressed proliferation, metastasis and PD-L1-based immune evasion while enhancing apoptosis and chemosensitivity to cisplatin in BCa by blocking the WDR5-MLL complex mediating H3K4me3 in target genes. Hence, our findings offer insight into a multipotential anticancer compound, OICR-9429, which enhances the antitumour effect of cisplatin or immunotherapy in BCa.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-021-01989-5.

## Background

Worldwide, bladder cancer (BCa) is the most common malignancy of the urinary system with more than 573,278 new cases and 212,536 deaths worldwide in 2020 [1, 2]. Muscle-invasive BCa (MIBC) represents 25–40% of all BCa and is a life-threatening disease that can spread from the bladder to other organs, leading to almost 100% of deaths from this disease [3, 4]. Cisplatin-based chemotherapy is the standard treatment for MIBC, but it provides a median survival of only approximately 14 months for metastatic BCa. Little improvement in survival has been attained over the last few decades [5]. Novel immunotherapy, represented by monoclonal antibodies against programmed cell death-1 (PD-1) and its ligand, PD-L1, has been recently approved by the US Food and Drug Administration (FDA) for treating of BCa. However, the objective response rate of these checkpoint inhibitors in BCa is only 17.8–24% [6]. Therefore, it is urgent to develop novel therapeutics for MIBC, either as single agents or in combination with standard chemotherapy regimens.

Epigenetic regulation, which includes DNA methylation and histone modification, plays a vital role in gene expression [7, 8]. WDR5, a histone H3 lysine 4 (H3K4) presenter, together with H3K4 methyltransferases MLL1-MLL4 and other protein subunits, DPY30, ASH2L, and RBBP5, forms protein complexes and plays a vital role in histone methylation, chromatin remodelling, transcriptional activation of target genes, and normal and disease biology [9–11]. Recent studies have demonstrated that WDR5 is upregulated in a variety of cancers, including leukaemia, bladder, prostate, and colon cancers, and participates in tumorigenesis and progression [12–15]. Our previous study showed that WDR5 played an oncogene role in proliferation, self-renewing, and cisplatin chemoresistance of BCa [13]. Therefore, WDR5 may be a promising target in the treatment of BCa.

Accumulating evidence indicates that epigenetic proteins are druggable targets, and FDA has already approved two classes of epigenetic drugs for cancer therapy [16]. WDR5 inhibitors, which have been developed to block MLL-WDR5 protein-protein interactions and subsequent transcription of oncogenic gene, are emerging as novel anticancer agents in preclinical development [11]. OICR-9429, a high affinity small molecule compound, competitively blocks WDR5 interaction with MLL protein via binding the central peptide-binding pocket of WDR5 [17]. OICR-9429 has anticancer efficacy against non-MLL-rearranged leukaemia and colon, pancreatic, and prostate cancer by potently suppressing histone H3K4 trimethylation [14, 15, 18]. However, the role of targeting WDR5 with the small molecule compound OICR-9429 and whether it could be used in the treatment of BCa remain to be further investigated.

In this study, we identified that the WDR5 inhibitor, OICR-9429, reduced cell viability by decreasing H3K4me3 levels but not WDR5 in T24, UM-UC-3, and TCCSUP BCa cells. Furthermore, OICR-9429 suppressed cell proliferation and metastatic behaviour, but promoted cell apoptosis and cisplatin chemosensitivity in BCa cells*.* Additionally, WDR5 expression had positive correlation with PD-L1, and OICR-9429 reduced PD-L1 expression induced by IFN-γ in BCa. Mechanistically, through RNA sequencing, western blot, and chromatin immunoprecipitation (ChIP), we identified some cell cycle-, metastasis- and anti-apoptosis-related genes of OICR-9429. In summary, targeting WDR5 with OICR-9429 is a multipotency anticancer therapy that enhances the antitumour effect of cisplatin or immunotherapy in BCa.

## Materials and methods

### TCGA data mining

Patient clinical profiles in the TCGA cohort are available at the website of The Cancer Genome Atlas Program (https://cancergenome.nih.gov) [19]. A total number of 408 patients in the TCGA bladder cancer cohort was used for the analysis. Patients with no available clinical data were removed in clinical characters analysis. For the Kaplan–Meier survival, univariate, and multivariate analyses, 345 cases with complete follow-up information were included.

### Cell culture

Three BCa cell lines were used in this study, including T24, UM-UC-3, and TCCSUP (ATCC, Manassas, USA). T24 cells were cultured in Roswell Park Memorial Institute (RPMI)-1640 (Gibco, Shanghai, China), whereas UM-UC-3 and TCCSUP cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, Shanghai, China). All media were supplemented with 10% fetal bovine serum (FBS; Biological Industries, 04–001-1ACS) and 1% penicillin/streptomycin (Gibco, USA). The WDR5 inhibitor (OICR-9429) was purchased from Selleck (Houston, TX, USA) and dissolved in DMSO. Cells were grown in a 37 °C, 5% CO_2_ cell incubator with humidified atmosphere. The cells used in this study were excluded from mycoplasma contamination. Short tandem repeat (STR) authentication of the bladder cancer cell lines T24, UM-UC-3, and TCCSUP was conducted to prove that there was no misidentification or contamination with other cells. STR authentications were conducted by IGE Biotechnology LTD, Guangzhou, China.

### Cell proliferation assay

Cell viability was detected by the colony formation assay and the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. Cell cycle analysis and ethynyl deoxyuridine (EdU) assay were performed to detect cell populations at different cell cycle phases. The above experiments were conducted as described in our previous publication [20].

### Cytotoxicity and chemosensitivity assay

The indicated cells were treated with 0, 10, 20, 30, 40, 50, 60, 70, 80, 90, 100, 125, 150, 200, 300, and 400 μM OICR-9429 for 48 h. The indicated cells were treated with 0, 0.5, 1, 1.5, 2, and 2.5 μg/ml cisplatin (Sigma) and IC_50_ and 2 IC_50_ OICR-9429 for 48 h. Cell viability was detected using the MTT assay. To calculate the half inhibitory concentration (IC_50_), data were fitted in GraphPad Prism 9 (GraphPad Software Inc., San Diego, CA, USA), and a dose-response curve was plotted using the equation log (inhibitor) vs. response-variable slope. This curve is also called a four-parameter dose-response curve: Y = Bottom + (Top-Bottom) / {1 + 10 ^ [(Log IC_50_-X) *HillSlope]}. We used 70 μM as the IC_50_ dose for T24 and UM-UC-3 cells and 120 μM as the IC_50_ dose for TCCSUP cells. As for synergistic effect, two BCa cell lines were treated with OICR-9429 and cisplatin individually or in combination at indicated concentrations for 48 h. Cell viabilities were measured and normalized to control group. For the combinational index (CI), CalcuSyn (Biosoft) was used to calculate CI at different drug concentration. CI < 1.0 demonstrates synergistic effect between two drugs.

### Apoptosis analysis

The apoptosis analysis, the caspase-3/7 assay, and the terminal deoxynucleotidyl transferase (TdT) dUTP nick end labelling (TUNEL) assay were conducted as previously described [21–23].

### Comet assay

The comet assay was performed using Trevigen CometAssay kit following the manufacturer’s instructions. CometScore 2.0 was used to calculate the olive tail movement. At least 50 cells were analysed and plotted.

### In vivo Xenograft mouse model and chemotherapy assay

Animal experiments were approved by the Institutional Animal Care and Use Committee, Sun Yat-sen University. Male BALB/c nude mice (4–5 weeks old) were obtained from the Experimental Animal Center, Sun Yat-sen University. All procedures involving animals were proceeded in specific pathogen-free (SPF) barrier facilities. For the xenograft mouse model, a total of 3 × 10^6^ UM-UC-3 cells were injected subcutaneously into the right side of the dorsum, and there were 6 nude mice in every treatment group. Five days after injection, tumour-bearing mice were randomly assigned into four groups that received control solvent, OICR-9429 (60 mg/kg), cisplatin (4 mg/kg), or a combination of small dose OICR-9429 (30 mg/kg) and cisplatin (2.5 mg/kg). The dosage of cisplatin was based on our previous research [21]. OICR-9429 was diluted in a combination solution of 5% DMSO + 40% PEG300 + 2% Tween 80 + 53% sterilized water, and cisplatin was diluted in sterilized PBS solution. OICR-9429 and chemotherapy were given every 2 days by intraperitoneal injection. After 16 days of treatment, the mice were euthanized, and tumours were surgically dissected. The tumour and organ specimens were fixed in 4% paraformaldehyde, embedded in paraffin, and then stained with H&E staining. The tumour volumes were calculated using the following formula: tumour volume (mm^3^) = [length (mm)] × [width (mm)]^2^ × 0.52.

### Immunohistochemistry (IHC) staining and scoring analyses

The immunohistochemistry (IHC) experiment and IHC score calculations were conducted as previously described [22]. Briefly, an anti-Ki67 antibody (1:100, Service Bio, Wuhan, China) was used to detect the Ki67 expression in paraformaldehyde-fixed, paraffin-embedded murine tumour tissue. Images were obtained by ECLIPSE Ti microscope system (Nikon, Japan).

### In vitro cell wound healing, migration, and invasion assay

Wound healing assay and Transwell assay were conducted as described in our previous study to detect cell migration and invasion [20, 24].

### Western blot

Western blots were conducted as previously described [25]. Primary antibodies specific to CDK1, CCNB1, CCNE2, BIRC5, AURKA, FOXM1, WDR5, H3K4me3 (1:1000, Cell Signalling Technology, Danvers, MA, USA), histone H3 (1:2000, Cell Signalling Technology, Danvers, MA, USA), XRCC2, MCM2, PLK1, and GAPDH (1:1000, Abcam) were used. The PVDF films were then incubated with secondary antibodies (anti-mouse or anti-rabbit, Promega, USA) and visualized using Immobilon enhanced chemiluminescence (Millipore). The full images of all Western blots are shown in Supplementary Fig. 9.

### RNA sequencing analysis

T24 and UM-UC-3 cells were treated with OICR-9429 (2 IC_50_) or DMSO for 48 h (*n* = 4). The total RNA was extracted from treated cells by using TRIzol (Invitrogen). Library construction and RNA-sequencing were conducted by Annoroad Gene Technology (Beijing, China). The libraries were sequenced on an Illumina NovaSeq 6000 (S4) platform, and 150-bp paired-end reads were generated. ENSEMBL database (http://www.ensembl.org/index.html) were downloaded and used as reference genomes. Bowtie2 v2.2.3 was used to build the genome index, and HISAT2 v2.1.0. was used to align clean data to the reference genome. Differential gene expression analysis was performed by DEGseq. Raw data in RNA-sequencing analysis were submitted to the Gene Expression Omnibus (GSE145158).

### RNA isolation and qRT-PCR

RNA isolation and qRT-PCR were performed as previously described [23]. Relative expression was calculated using the 2^-∆∆Ct^ method (Ct, cycle threshold). All specific primers used in qRT-PCR are listed in Supplementary Table 2.

### ChIP

ChIP was conducted using Pierce magnetic ChIP kit (Thermo Scientific, USA) according to the manufacturer’s instructions. Briefly, after treatment with OICR-9429 (2 IC_50_) or DMSO for 48 h, T24 and UM-UC-3 cells were then crosslinked with 1% formaldehyde, lysed with IP lysis buffer, digested with micrococcal nuclease, ultrasonicated, and incubated with anti-IgG, anti-H3K4me3, and anti-RNA polymerase-II antibodies respectively. After incubation with protein A/G magnetic beads and washing with wash buffers, chromatin fragments were harvested using the elution buffer. Finally, after decrosslinking and protein digestion, the resulting DNA fragments were purified and fold enrichment was examined using qPCR. Primers for ChIP-qPCR are listed in Supplementary Table 3.

### Illustration

Mechanism illustration was created with BioRender.com. A Venn diagram was created with Venny (version 2.1, https://bioinfogp.cnb.csic.es/tools/venny). A Gene Ontology analysis diagram was created with Metascape [26] (http://metascape.org).

### Statistical analyses

Data are presented as the mean ± SD from three independent experiments. Each cell line experiment was performed three times. Two-tailed Student’s t-tests and one-way analysis of variance (ANOVA), followed by Dunnett’s tests for multiple comparisons, were used to evaluate the data. Cumulative survival time was calculated using the Kaplan-Meier method and analysed using the log-rank test. The best point cut-off value was used to define the gene expression level (low versus high) for all survival analyses in the present study. A multivariate Cox proportional hazards model was used to estimate the adjusted hazard ratios and 95% confidence intervals (CIs), and to identify independent prognostic factors. The Kruskal-Wallis test was used in the comet assay. All statistical analyses were performed with SPSS 19.0. A difference was considered statistically significant at *p < 0.05 and **p < 0.01.

## Results

### WDR5 is upregulated in bladder cancer and correlates with poor prognosis

Our previous study revealed that WDR5 was upregulated in BCa tissue by immunohistochemistry (IHC), and WDR5 expression positively correlated with the poor overall survival of BCa patients at Sun Yat-sen Memorial Hospital (SYSMH) cohort [13].

To further investigate the role of WDR5 in BCa progression, we performed analyses of a 408-case cohort from The Cancer Genome Atlas (TCGA) database [19]. WDR5 was markedly overexpressed in tumour tissues compared with normal adjacent tissues (Fig. 1a). We next analysed WDR5 expression in association of clinical, pathological and molecular subtypes features in TCGA cohort. Intriguingly, WDR5 showed a higher expression in high grade, distant metastasis and non-papillary tumour tissues (Fig. 1b-d). In TCGA molecular subtypes, WDR5 expression was the lowest in luminal infiltrated tumour tissues, but gradually increased as malignancy progressed from luminal papillary, luminal, basal squamous, to neuronal tumour tissues. Moreover, WDR5 expression was markedly higher in basal squamous and neuronal BCa tissues than luminal infiltrated and papillary tissues, respectively (Fig. 1e). However, there was no significant difference among other features in TCGA cohort (SFig. 1). Furthermore, Kaplan–Meier survival analysis demonstrated that BCa patients with high WDR5 expression had markedly shorter overall survival (OS) in TCGA cohort (*p* = 0.045 and HR = 1.379, Fig. 1f). In addition, univariate analysis indicated that WDR5 expression was significantly associated with OS in TCGA cohort. Multivariate Cox regression analysis demonstrated that high WDR5 expression in BCa tissue was an independent prognostic factor for OS in TCGA cohort (Table S1). Collectively, these data show that WDR5 is overexpressed in BCa tumour tissues, and associated with advanced and malignant features, indicating that WDR5 may serve as a marker of poor prognosis in BCa.

**Fig. 1:**
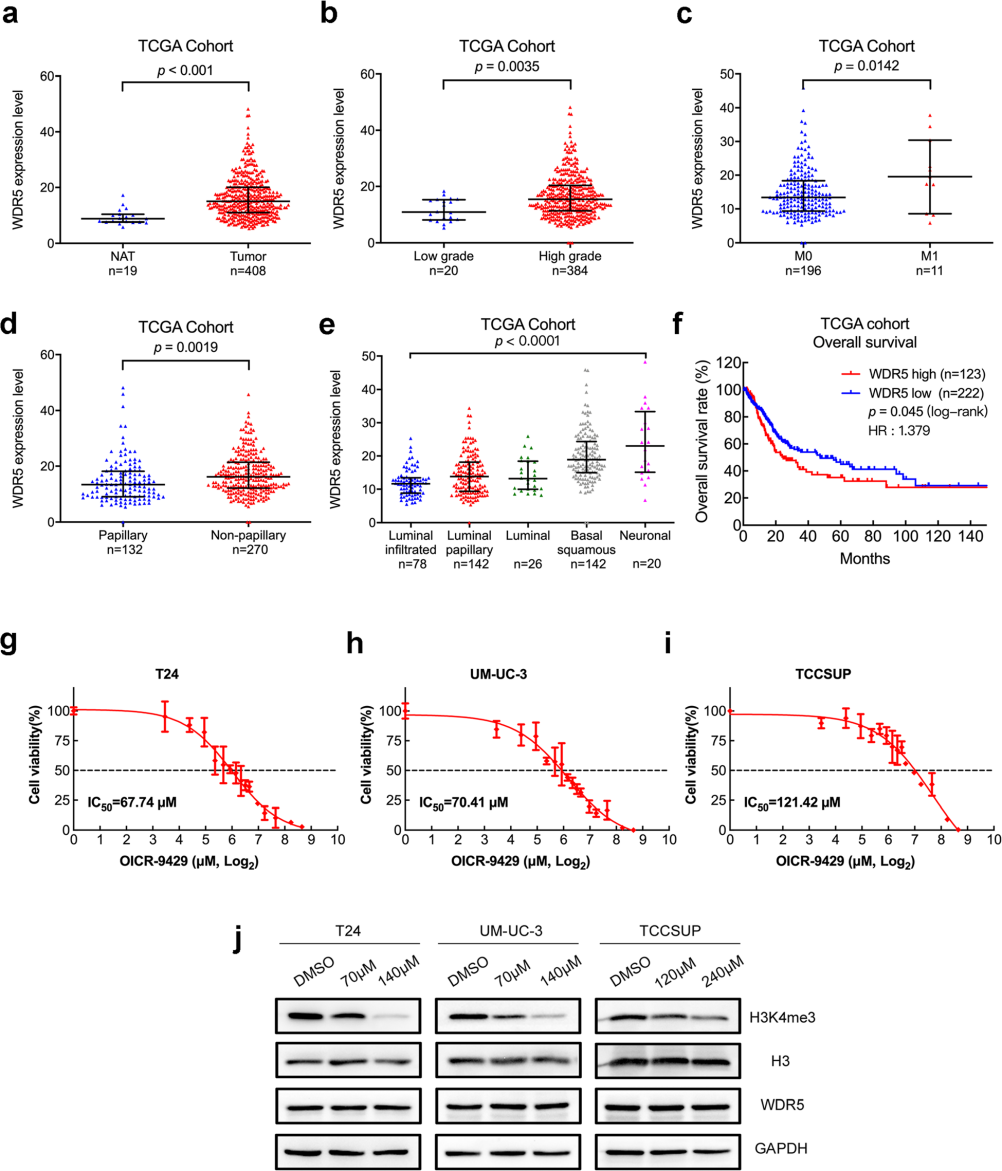
WDR5 associates with malignant features and is a potential therapy target in bladder cancer. **a.** WDR5 expression was detected in NAT and compared with BCa tissues in the TCGA cohort. **b-d.** WDR5 expression was detected between low grade and high grade (**b**), no distant metastasis (M0) and distant metastasis (M1) (**c**), papillary and non-papillary (**d**) BCa tumour tissues in TCGA cohort. **e.** WDR5 expression was detected in five molecular subtypes, including luminal infiltrated, luminal papillary, luminal, basal squamous and neuronal in TCGA cohort. **f.** Kaplan-Meier curves for OS in BCa patients with high vs. low expression of WDR5 in the TCGA cohort. **g-i.** Dose-reponse curves of T24 (**g**), UM-UC-3 (**h**), and TCCSUP (**i**) BCa cells treated with increasing concentrations of WDR5 inhibitor (OICR-9429) for 48 h. Cellular viability was determined by MTT assay, and the IC_50_ values were calculated based on nonlinear regression analysis. We used 70 μM as the IC_50_ dose for T24 and UM-UC-3 cells and 120 μM as the IC_50_ dose for TCCSUP cells. **j.** Western blots of H3K4me3, H3, and WDR5 protein levels in OICR-9429-treated BCa cells

### The cytotoxicity of OICR-9429 targeting WDR5 in bladder cancer cells

To investigate whether targeting WDR5 with OICR-9429 could be a promising therapy in BCa, we first detected the cytotoxicity of OICR-9429 on BCa cells by MTT assay. Interestingly, OICR-9429 obviously inhibited cell viability in a dose-dependent manner among the 3 BCa cell lines after treatment for 48 h (Fig. 1g, h, and I). T24 and UM-UC-3 showed high sensitivity, and the IC_50_ was 68 μM and 70 μM, whereas TCCSUP showed a low sensitivity to OICR-9429, and the IC_50_ was 121 μM. Hence, we used 70 μM as the IC_50_ dose for T24 and UM-UC-3 cells and 120 μM as the IC_50_ dose for TCCSUP cells. Then, we selected 2 concentrations (IC_50_, 2 IC_50_) of OICR-9429 to treat BCa cells for 48 h. Western blots showed significant downregulation of H3K4me3 in treated cells compared with the negative control at 48 h but not WDR5 or total H3 (Fig. 1j). Collectively, we verified that OICR-9429 reduced BCa cell viability by decreasing WDR5-mediated H3K4me3.

### OICR-9429 inhibits bladder cancer cell proliferation by regulating the cell cycle

To detect whether OICR-9429 plays a role in cell proliferation, we investigated the function of OICR-9429 on BCa cells using MTT and colony formation assays. As shown in Fig. 2a, three BCa cells treated with OICR-9429 had a lower proliferation rate than the control cells, which was especially significant at high concentrations and 3 days later. Similarly, OICR-9429 remarkably reduced the number of colonies formed by the three BCa cell lines in a dose-dependent manner (Fig. 2b). To characterize whether OICR-9429 is involved in the regulation of the cell cycle, we conducted flow cytometry and EdU assays. Interestingly, after treatment with OICR-9429, the cell population in the G0/G1 phase of three BCa cells were dramatically increased, whereas cell population in the S and G2/M phases were reduced (Fig. 2c). Consistently, the EdU assay also revealed that OICR-9429 observably decreased the proportion of cells in S phase (Fig. 2d, SFig. 2). Taken together, these results indicated that WDR5 inhibition by OICR-9429 suppressed the proliferation of BCa cells by regulating the G1/S phase transition.

**Fig. 2:**
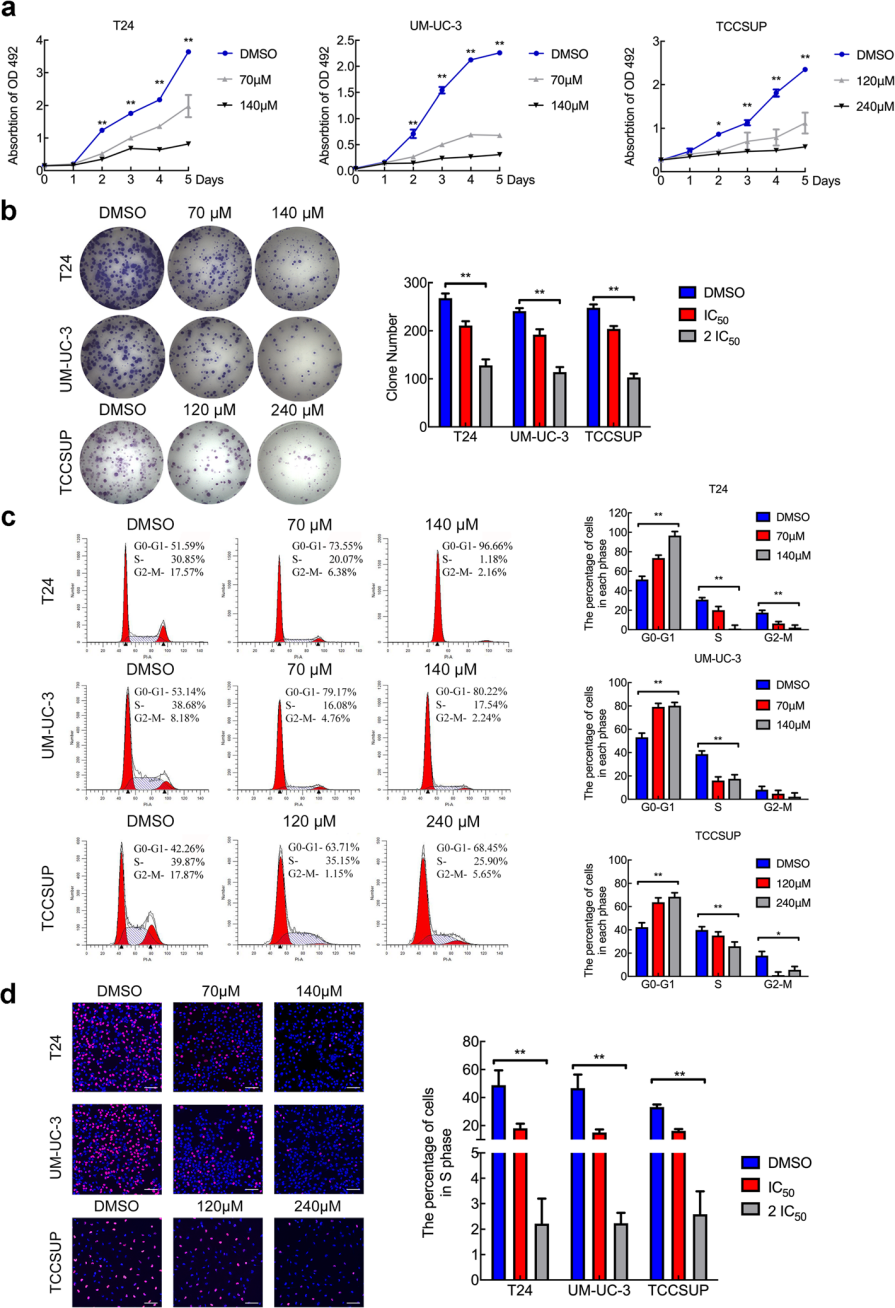
OICR-9429 inhibits bladder cancer cell proliferation by regulating the cell cycle. **a.** Cell viability was evaluated in T24, UM-UC-3, and TCCSUP BCa cells treated with OICR-9429 or DMSO for 5 days. **b.** The images and quantification of colony formation assays in three BCa cells treated with two OICR-9429 doses or DMSO. **c.** Representative images and quantification of the cell cycle in three BCa cells treated with OICR-9429 or DMSO for 48 h. The percentages (%) of cell populations at different stages of the cell cycle are listed in the panels. **d.** EdU assay measurement of the cell population in S phase and a histogram analysis of EdU-positive cell counts are shown. Blue indicates the nucleus; red indicates S-phase cells. Scale bars, 50 μm (white). *p < 0.05 and **p < 0.01

### OICR-9429 increases apoptosis and chemosensitivity of bladder cancer cells

To investigate the effect of OICR-9429 on apoptosis in BCa cells, we performed flow cytometry and caspase 3/7 assays. The data showed no obvious apoptotic cells after treatment with OICR-9429 for 24 h, but the apoptotic rate was significantly increased at 72 h (Fig. 3a, SFig. 3a, b and c). Similarly, caspase 3/7 activity was also upregulated in the cells treated with OICR-9429 at 72 h (SFig. 3d). These data suggest that OICR-9429 enhances apoptosis of BCa cells in a time-dependent and dose-dependent manner.

**Fig. 3:**
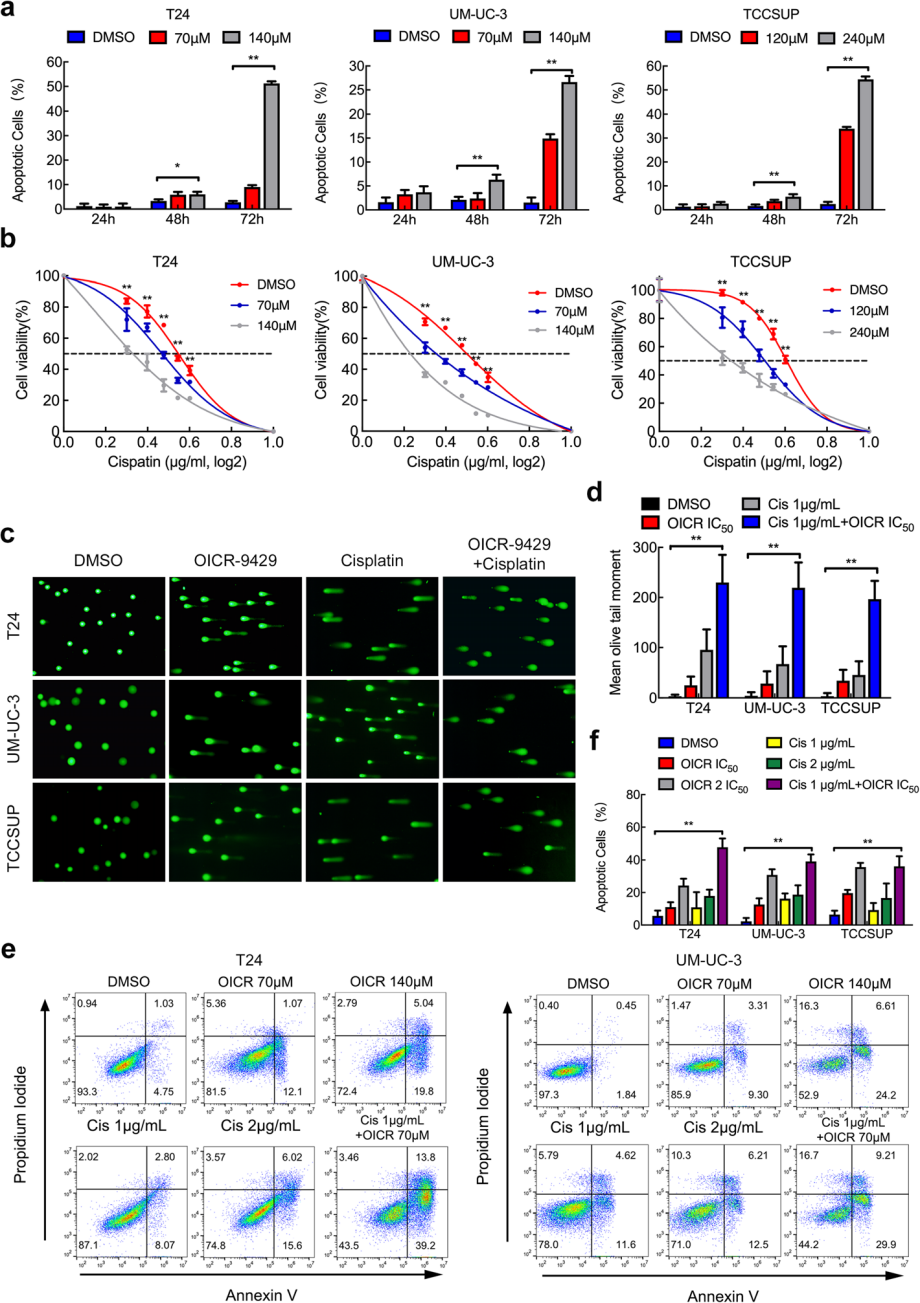
OICR-9429 increases apoptosis and chemosensitivity of bladder cancer cells. **a.** Apoptosis analysis of three BCa cell lines treated with two OICR-9429 doses or DMSO for 24, 48, and 72 h. The histogram shows the percentage (%) of apoptotic cells. **b.** Three BCa cells were treated with various concentrations of cisplatin combined with three concentrations of OICR-9429 (0, IC_50_, 2 IC_50_) for 72 h. Cell viability was determined by MTT assay. **c. d.** The comet assay (**c**) and histogram (**d**) analysis of three BCa cells treated with 2 IC_50_ OICR-9429, cisplatin (2 μg/mL), and a combined treatment with IC_50_ OICR-9429 and low-dose cisplatin (1 μg/mL) for 48 h. **e.** The apoptosis analysis of two BCa cells treated with 2 concentrations of OICR-9429 (IC_50_, 2 IC_50_), 2 concentrations of cisplatin (1, 2 μg/mL), and a combined treatment with IC_50_ OICR-9429 and low-dose cisplatin (1 μg/mL) for 72 h. **f.** The histogram showed the percentage (%) of apoptotic cells. *p < 0.05 and **p < 0.01

Cisplatin-based chemotherapy is the first-line therapeutic treatment in BCa, but it has limited therapeutic response and serious side effects, especially nephrotoxicity [5]. We then evaluated whether combining OICR-9429 could enhance antitumour activity and reduce the dose of cisplatin. First, three BCa cells were treated with various concentrations of cisplatin combined with three concentrations of OICR-9429 (0, IC_50_, 2 IC_50_). Compared with treatment with cisplatin alone, combined OICR-9429 therapy obviously enhanced the cytotoxicity of cisplatin in a dose-dependent manner (Fig. 3b). In addition, according to the Chou-Talalay method [27], we calculated the combination index (CI) values to evaluate the combined effect of OICR-9429 and cisplatin on BCa cells. We discovered that OICR-9429 promoted cisplatin cytotoxicity through synergistic effect in T24 and UM-UC-3 cells (CI < 1, SFig. 4a). Given that cisplatin is a DNA-damaging drug, we next performed comet assay to detect the DNA damage level in single BCa cells. Interestingly, we found that OICR-9429 obviously increased the DNA damage level caused by cisplatin treatment in BCa cells (Fig. 3c and d). Next, we examined apoptosis by staining cells with Annexin V and propidium iodide (PI). Three BCa cells were treated with 2 concentrations of OICR-9429 (IC_50_, 2 IC_50_), 2 concentrations of cisplatin (1, 2 μg/mL) and a combination of IC_50_ OICR-9429 and low-dose cisplatin (1 μg/mL). Flow cytometry indicated that three BCa cells treated with a combination of low-dose OICR-9429 and cisplatin exhibited the highest apoptotic rates after 60 h of treatment (Fig. 3e and f, SFig. 4b). However, OICR-9429 showed no obvious synergistic cytotoxic effect with gemcitabine (SFig. 4c). Collectively, we found that OICR-9429 increased cell apoptosis and promoted cisplatin chemosensitivity in BCa cells.

### OICR-9429 suppresses tumour growth and enhances cisplatin efficacy in bladder cancer cells in vivo

We next determined the effect of OICR-9429 on tumorigenesis and cisplatin therapy response in vivo. As shown in Fig. 4a, b and c, single OICR-9429 (60 mg/kg) or cisplatin (4 mg/kg) treatment suppressed tumour growth in vivo and produced a smaller volume of tumours than the control group. Interestingly, combination therapy of a small dose of OICR-9429 (30 mg/kg) and cisplatin (2.5 mg/kg) produced significantly slower tumour growth and the smallest tumours compared to those treated with either agent alone, suggesting that OICR-9429 enhanced tumour sensitivity to cisplatin. To assess the toxicity of these drugs to organs, we performed H&E staining of the kidney, heart, lung and liver in mice in these four groups. We found that high-dose cisplatin (4 mg/kg) treatment caused renal tubular injury, which was consistent with the nephrotoxicity of cisplatin, but no obvious renal tubular injury was observed in cells treated with either OICR-9429 alone or a combination of OICR-9429 and cisplatin (SFig. 5). No significant morphological changes in the heart, lung or liver were observed in the treatment groups. Consistent with the in vivo results, immunohistochemistry staining of the proliferation marker Ki67 and TUNEL assays revealed that tumours derived from the combined treatment group had the lowest proliferation activity and the highest apoptotic rate compared with the single treatment of OICR-9429 or cisplatin or the control (Fig. 4d and e). Collectively, these data strongly indicated that targeting WDR5 not only suppressed tumour proliferation and enhance the efficacy of cisplatin for BCa cells in vivo but also reduced the toxicity and side effects for normal tissues.

**Fig. 4:**
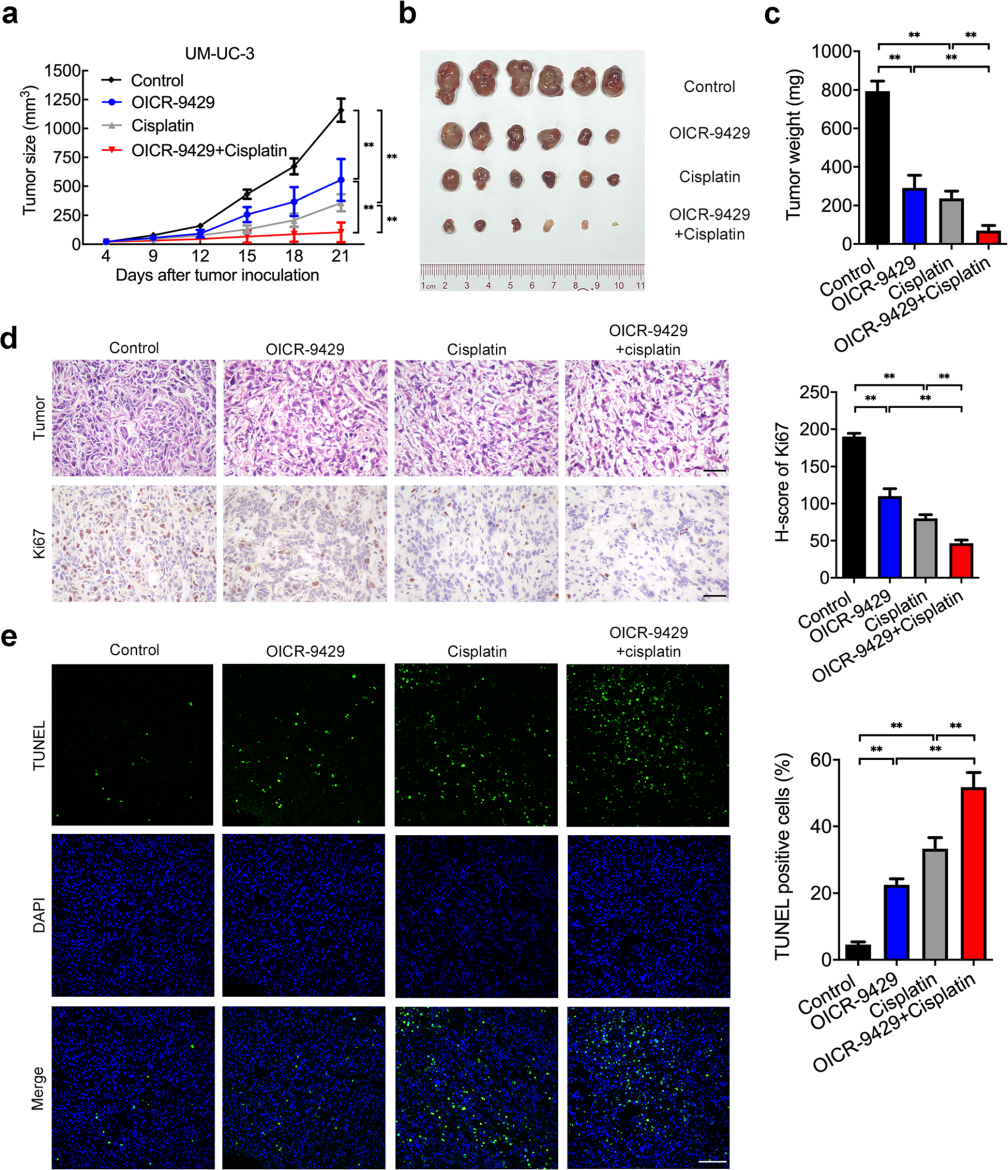
OICR-9429 suppresses tumour growth and enhances cisplatin efficacy in bladder cancer cells in vivo*.* **a.** The volume of tumours in the indicated groups was measured every 3 days. The average tumour volume is shown as the mean ± SD of six mice. **b.** Representative images of dissected tumours treated with control solvent, OICR-9429 (60 mg/kg), cisplatin (4 mg/kg), or a combination of small dose OICR-9429 (30 mg/kg) and cisplatin (2.5 mg/kg). **c.** Tumour weights were measured after the tumours were surgically dissected. **d.** The expression of Ki67 in the tumour was examined by IHC. Histogram shows the H-score of Ki67 IHC in each group. Scale bars, 50 μm (black). **e.** Tumour apoptosis was detected by TUNEL assay. Histogram shows the proportion of TUNEL-positive cells in each group. Scale bars, 100 μm (white). *p < 0.05; **p < 0.01

### OICR-9429 suppresses the metastatic behaviour of bladder cancer cells

To determine the effect of OICR-9429 on cell motility and tumour metastasis, we treated three BCa cells with OICR-9429 for 24 h and then conducted wound healing assays, cell migration and cell invasion. Wound healing assays showed that inhibition of WDR5 reduced the migratory speed of the three BCa cell lines (Fig. 5a). Moreover, we found that OICR-9429 treatment significantly decreased the migration and invasion of the three BCa cell lines (Fig. 5b and c). These data suggested that OICR-9429 suppressed the motility and metastatic behaviour of BCa cells independent of apoptosis and proliferation.

**Fig. 5:**
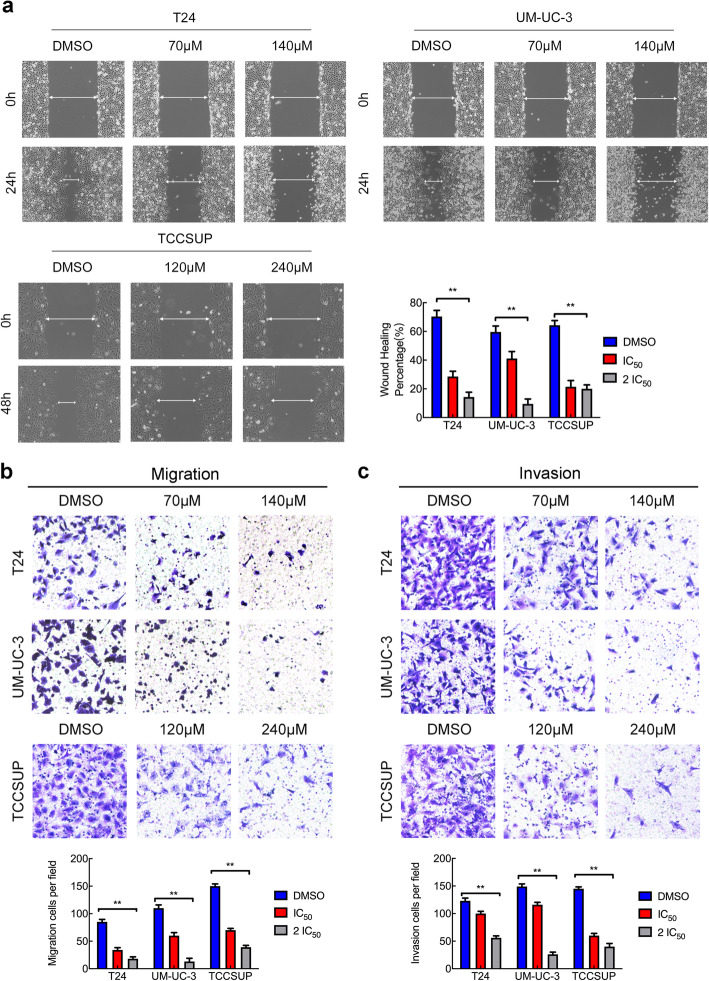
OICR-9429 suppresses the metastatic behaviour of bladder cancer cells. **a.** Representative images and histogram analysis of wound-healing assays using three BCa cells showed cell motility after treatment with two OICR-9429 doses or DMSO. **b. c.** Representative images of migration (**b**) and invasion (**c**) assays using three BCa cell lines showing cell migration and invasion after treatment with two OICR-9429 doses or DMSO. A histogram analysis of migrated or invaded cell counts is shown. *p < 0.05 and **p < 0.01

### The target genes for OICR-9429 are identified in bladder cancer

To explore the molecular mechanism underlying OICR-9429-induced WDR5 inhibition in BCa cells, genome-wide RNA sequencing was conducted to compare gene expression profiles between OICR-9429-treated T24 and UM-UC-3 cells and their control cells. 

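T24 and UM-UC-3 are human bladder cancer cell lines, and OICR-9429 is a small molecule that blocks the interaction of WDR5 with MLL1, a methyltransferase of histone H3 lysine 4. RNA was collected from each line after 48 h in DMSO or in 140 µM OICR-9429, and 4 libraries were analysed here, 1 per line and condition. The labels and the paper both give 140 µM, while the headings of the treated libraries' values hold the number 125, whose meaning is not given. The paper lists 125 µM among the doses of its viability assay, so whether these libraries had that dose in place of 140 µM stays open. The methods give n = 4 without saying whether this counts the libraries in all or those of each condition. The authors' processing notes name HISAT2 2.1.0 for alignment, HTSeq 0.6.1 for counting and the human build hg19, and the deposited values are FPKM (fragments per gene, scaled to gene length and to the library total) for 31319 genes. The FPKM values were multiplied by the gene's merged exon length in GENCODE 29 and by 1 total per library. For 29029 of these genes (92.7%) they came out as whole reads in all 4 libraries, within 1e-06 of the number of reads. These totals were 28863243 reads for T24 in DMSO, 29335051 for T24 in OICR-9429, 28209432 for UM-UC-3 in DMSO and 29184912 for UM-UC-3 in OICR-9429.
The most abundant gene in each library was EEF1A1, a translation elongation factor whose reads can be shared with its pseudogenes, and its share of the reads was 1.21% in DMSO and 3.02% in OICR-9429 for T24, and 1.26% and 2.00% for UM-UC-3. Mitochondrially encoded genes held 2.69% and 3.19% of the reads in T24, and 3.76% and 3.24% in UM-UC-3. Log2 fold changes are of FPKM + 0.5, OICR-9429 over DMSO, which understates the change of low genes. A gene was called lower or higher in a line if this change was at least 2-fold and its FPKM was at least 1 in either library of the line. The call is a rule of size with no test: within a line the differences have no replicate check and no p-value. Exact Poisson intervals from the worked-back reads cover counting error only. Over the genes at this level in each line, the median log2 fold change was -0.15 in T24 and 0.09 in UM-UC-3, so changes of gene lists are given relative to the median of all measured genes.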

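In T24 cells, the RNA of EDN1, the vasoconstrictor peptide endothelin-1, went from 19.2 FPKM in DMSO to 0.252 FPKM in 140 µM OICR-9429 (15 reads in the treated library), and that of PXDN, a peroxidase of the extracellular matrix, from 27.4 to 1.21 FPKM. NMU, a neuropeptide precursor, went from 25.6 to 2.06 FPKM in T24. In UM-UC-3, EDN1, PXDN and NMU were at or below 0.246 FPKM in both libraries. In UM-UC-3 cells, the transcripts of TGM2 (transglutaminase 2) went from 183 to 5.94 FPKM, of the chemokine CCL2 from 32.0 to 1.54 FPKM, of PLAU (urokinase) from 265 to 18.1 FPKM and of TGFBI, a secreted matrix protein, from 37.2 to 3.20 FPKM. The log2 fold changes of TGM2 and PLAU in T24 were -0.60 and -0.77, below the size of a call, and CCL2 was listed at 0 in both T24 libraries.
Among genes called higher in T24 alone, SLC5A3, a transporter of myo-inositol, went from 9.67 to 106 FPKM, and IGFN1 from 0.469 to 16.8 FPKM. The log2 fold change of SLC5A3 in UM-UC-3 was 0.29, while IGFN1 had 0.0146 and 0.00566 FPKM there (5 and 2 reads). Among those called higher in UM-UC-3 alone, CHAC1, an enzyme that degrades glutathione, went from 1.84 to 43.1 FPKM, the netrin receptor gene UNC5B from 1.05 to 32.9 FPKM and the Rab GTPase gene RAB39B from 1.13 to 42.4 FPKM. The log2 fold changes of CHAC1 and RAB39B in T24 were -0.71 and -0.46, and UNC5B had 0.00506 and 0.513 FPKM there (1 and 103 reads), below the FPKM minimum of a call. RPLP0P2, a pseudogene whose reads are uncertain because RPLP0 has nearly the same sequence, had a log2 fold change of 5.29 in UM-UC-3. None of these differences between the lines was tested.
In all, 2585 genes were called in T24, 1709 lower and 876 higher, and 3408 in UM-UC-3, 1580 lower and 1828 higher. Lower genes made up 66.1% of the calls in T24 and 46.4% in UM-UC-3, and 54.5% and 53.9% after scaling by TMM. At a fold change of at least 4, 546 and 737 genes were called, and a test of the worked-back reads by the DEGseq model with no fold threshold, which compares libraries and not conditions, called 12830 and 13391.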

Interestingly, 3747 and 4527 genes, respectively, were differentially expressed in T24 and UM-UC-3 cells after treatment with OICR-9429 (Fig. 6a). 

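The largest falls shared by both lines included genes of cell division. The transcription factor gene MYBL2 went from 91.3 to 2.93 FPKM in T24 and from 51.8 to 0.962 FPKM in UM-UC-3. RRM2, a subunit of ribonucleotide reductase, had log2 fold changes of -4.73 in T24 and -5.28 in UM-UC-3, and AURKB, a mitotic kinase, of -4.33 and -5.54. ZWINT, a kinetochore protein gene, NCAPG, a condensin subunit gene, and ASF1B, a histone chaperone gene, had log2 fold changes between -4.26 and -4.95 in both lines. The proliferation marker MKI67 went from 61.6 to 3.03 FPKM in T24 and from 68.6 to 1.92 FPKM in UM-UC-3.
The largest shared rises included NUPR1, a stress-induced chromatin protein gene, with log2 fold changes of 4.11 and 4.39, and SQSTM1, an autophagy receptor, which went from 35.6 to 281 FPKM in T24 and from 62.9 to 375 FPKM in UM-UC-3. The log2 fold changes of PNRC1, a nuclear receptor coregulator, were 2.83 and 3.13, and those of FTL, the ferritin light chain, whose reads can be shared with pseudogenes, were 2.64 and 2.58.
Of the 11178 genes with an FPKM of at least 1 in each line, 707 were called lower in both lines, where independent lists of the same sizes would share 148.2, and 299 were called higher in both, where independent lists would share 80.8. The lines have separate DMSO libraries, so no control is shared. Across 14967 genes with at least 10 reads in each line, the log2 fold changes of the lines had a Pearson correlation of 0.62 and a Spearman correlation of 0.52. These are correlations across genes, which are not independent replicates.
The lines were also taken as a pair of replicates in limma, with the cell line as a block and 1 residual degree of freedom per gene, over 12584 genes with an FPKM of at least 1 in at least 2 libraries. In this fit 391 genes fell and 102 rose at an adjusted p under 0.05, and each of the 391 and 102 was also called in that direction in both lines. MYBL2 had a log2 fold change of -4.95 (standard error 0.27, adjusted p = 0.0053 from limma), MKI67 of -4.49 (standard error 0.29, adjusted p = 0.0053) and NUPR1 of 4.25 (standard error 0.34, adjusted p = 0.0063). Without the cell line as a block, or without the FPKM minimum, no gene passed in limma, while 1062 and 2932 had an unadjusted p under 0.05. With TMM scaling 702 fell and 340 rose.

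**Figure D1:**
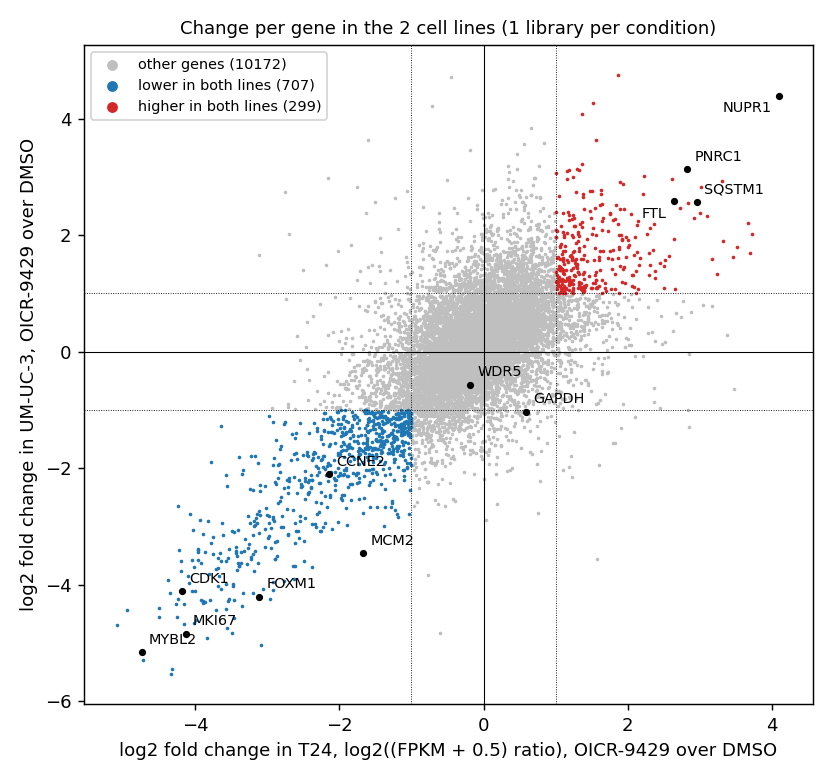
Log2 fold change of FPKM + 0.5, OICR-9429 over DMSO, in T24 (horizontal axis) and UM-UC-3 (vertical axis), 1 point per gene with an FPKM of at least 1 in both lines. Blue points are the 707 genes called lower in both lines and red points the 299 called higher, dotted lines mark a 2-fold change, and MYBL2 lies at -4.74 and -5.16.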

Given that MLL1-WDR5 is a transcriptionally activated complex, we focused on 956 genes that were downregulated in both T24 and UM-UC-3 cells (Fig. 6b, SFig. 6a). Furthermore, Gene Ontology (GO) analysis revealed that OICR-9429 participated in serial biological processes, such as cell cycle, DNA repair, apoptosis and migration (SFig. 6b). 

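The median changes of the cell cycle lists and of the recombination repair list were below that of all genes in both lines, while lists of apoptosis genes had medians near that of all genes. The lists were fixed before the data were examined, as no Gene Ontology table was used here. Of 54 genes of the G2/M phases, 50 were called lower in T24, 50 in UM-UC-3 and 49 in both, and none higher. In limma 47 of the 54 fell (51 when adjusted over the list alone). Of 43 S-phase genes, 37 were lower in both lines and 34 fell in limma (39 when adjusted over the list alone). Of 50 DNA replication genes, 41 were lower in both and 36 fell in limma (44 when adjusted over the list alone). CDC45, which activates the replicative helicase, had log2 fold changes of -4.15 in T24 and -4.33 in UM-UC-3, GINS1, a subunit of the same helicase, of -4.23 and -4.25, and PCNA, the sliding clamp of DNA polymerases, of -2.29 and -2.00. The kinetochore-spindle gene DLGAP5 had log2 fold changes of -4.27 and -4.34.
Of 37 tested genes of homologous recombination and the Fanconi anemia pathway, 21 were lower in both lines and 18 fell in limma (25 fell and 1 rose when adjusted over the list alone). EXO1, a nuclease of recombination and mismatch repair, went from 15.6 to 0.535 FPKM in T24 and from 10.2 to 0.389 FPKM in UM-UC-3. The damage kinase gene ATM was called higher in UM-UC-3, with log2 fold changes of 0.71 in T24 and 1.34 in UM-UC-3 (adjusted p = 0.14 from limma). Of 38 tested genes of nucleotide excision, base excision and mismatch repair, 6 were lower in both lines and 3 fell in limma (7 when adjusted over the list alone), among them NEIL3, a DNA glycosylase gene, with log2 fold changes of -3.93 and -3.64.
Of 11 anti-apoptotic genes, BIRC5, which encodes survivin and is also a gene of mitosis, was the only one lower in both lines and the only one past limma's threshold, over all genes and adjusted over the list alone. MCL1 had log2 fold changes of -0.58 and -0.04. None of 20 pro-apoptotic genes passed limma's test, over all genes or adjusted over the list alone, and of the 22 with an FPKM of at least 1 in UM-UC-3, 6 were called higher and 2 lower there. The death receptor gene TNFRSF10B had log2 fold changes of 0.08 in T24 and 1.95 in UM-UC-3, and FAS, another death receptor, of -0.57 and -2.19. Of 36 genes of the migration machinery, 3 were lower and 1 higher in both lines, and 2 fell in limma (7 fell and 1 rose when adjusted over the list alone): DIAPH3, a formin, with log2 fold changes of -3.75 and -3.19, and the adhesion protein gene VCL, with -1.38 and -1.59. Of the genes of invasion and epithelial-mesenchymal transition, 20 had an FPKM of at least 1 in T24 and 28 in UM-UC-3. Of these, 2 were called lower in T24 and 16 in UM-UC-3, a difference that was not tested. Of the p53 target genes, 4 were called lower and 0 higher in T24, and 3 lower and 7 higher in UM-UC-3. In limma 1 fell and 0 rose (1 and 0 adjusted over the list alone), PLK2, with log2 fold changes of -2.63 and -2.16, while the stress gene SESN2 had 0.35 and 3.18 (adjusted p = 0.18). Of the CDK inhibitors, CDKN2C fell in limma (1 adjusted over the list alone), with log2 fold changes of -1.42 and -2.28, and CDKN1A had -0.08 in T24 and 1.08 in UM-UC-3, where it was called higher.
Relative to all genes, the median log2 fold change of the G2/M list was -3.18 in T24 and -3.51 in UM-UC-3, of the S-phase list -2.33 and -2.87, of DNA replication -2.20 and -2.19 and of recombination repair -1.52 and -1.41, each below all of 10000 random lists matched on expression. The excision and mismatch repair list had relative medians of -0.36 in T24 (percentile 0.55) and -0.10 in UM-UC-3 (percentile 26.2), and the invasion list of 0.14 (percentile 84.0) and -1.05 (below all random lists). The migration list had relative medians of -0.25 (percentile 1.60 of the random lists) and -0.53 (percentile 0.51), the anti-apoptotic list -0.11 in T24 (percentile 29.8) and -0.11 in UM-UC-3 (percentile 41.3), and the pro-apoptotic list -0.12 (percentile 24.7) and -0.20 (percentile 13.6). A one-sided Fisher's exact test, against the 10434 genes with an FPKM of at least 1 in the DMSO library of each line, gave an adjusted p of 9.0e-51 for G2/M, 1.0e-38 for DNA replication, 1.2e-36 for S phase and 9.0e-15 for recombination repair among the genes lower in both lines. It gave 0.25 for excision and mismatch repair, 1 for anti-apoptotic genes, 1 for pro-apoptotic genes, 1 for migration and 0.98 for invasion. The lists share members, such as MCM7 and PCNA in the S-phase and DNA replication lists and RAD51AP1 in the S-phase and recombination repair lists. The results of these lists are thus not separate findings. Genes are not replicates, and percentiles and this test describe these libraries.

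**Figure D2:**
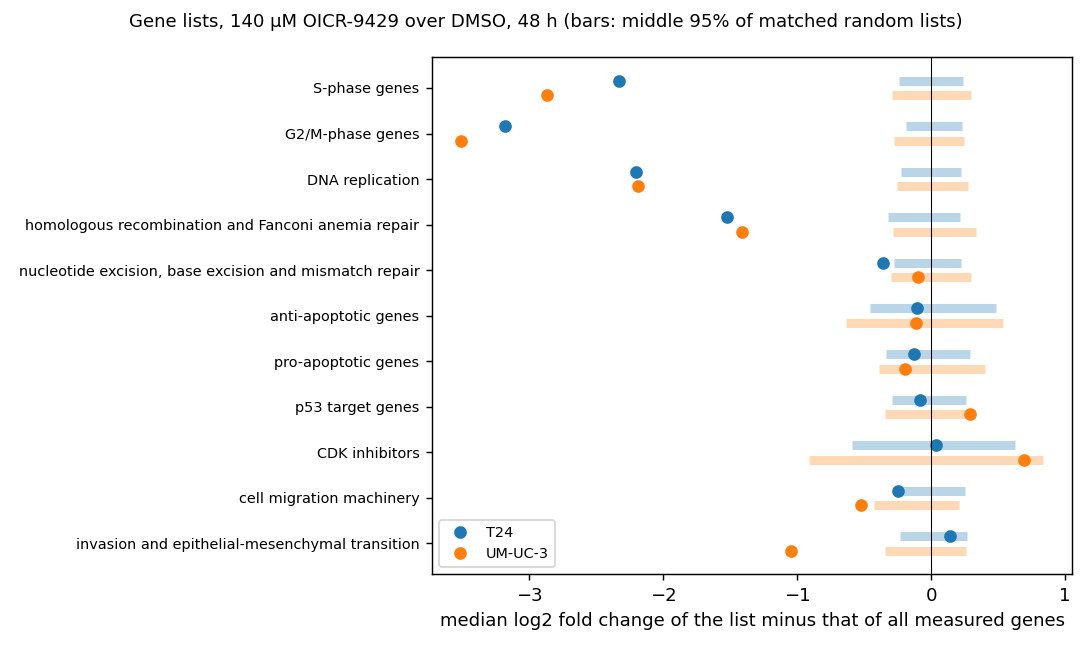
Median log2 fold change of each gene list minus that of all measured genes (horizontal axis), OICR-9429 over DMSO, in T24 (blue) and UM-UC-3 (orange), with pale bars for the middle 95% of 10000 random lists. The G2/M list lies at -3.18 and -3.51, and the pro-apoptotic list at -0.12 and -0.20 lies within its bars.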

Then, we validated the expression of some key genes in T24, UM-UC-3, and TCCSUP cells treated with OICR-9429 by qRT-PCR. As expected, some genes related to the cell cycle, such as CDK1, PLK1, CCNE2, CCNB1, CCNA2, AURKA, and E2F1, genes related to apoptosis and DNA repair, such as BIRC5, XRCC2, AURKA, E2F1, and MCM2, and genes related to metastasis, such as AURKA and FOXM1, were significantly downregulated in OICR-9429-treated cells (Fig. 6c, SFig. 6c). Furthermore, the protein expressions of CDK1, PLK1, CCNE2, CCNB1, BIRC5, XRCC2, MCM2, AURKA, and FOXM1 were consistent with the mRNA level from Western blots (Fig. 6d, SFig. 6d and e). Furthermore, TCGA analysis revealed that WDR5 was markedly, positively correlated with these genes in BCa (SFig. 7). To further explore whether OICR-9429 directly affected the target genes, we conducted ChIP assays in T24 and UM-UC-3 cells treated with OICR-9429 for 48 h. Interestingly, we found that OICR-9429 treatment decreased H3K4me3 and RNA polymerase-II levels at the promoter regions of CCNE2, CCNB1, PLK1, BIRC5, XRCC2, AURKA, and FOXM1 in T24 and UM-UC-3 cells but not in the negative control group or other genes (Fig. 6e, SFig. 8). Our data revealed that downregulation of these genes was directly regulated by OICR-9429-mediated blockade of WDR5. Taken together, we found that OICR-9429 targeted the WDR5-MLL1 complex to downregulate the cell cycle-, apoptosis-, DNA repair- and metastasis-related genes by mediating H3K4me3 of gene promoters.

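The RNA of WDR5 itself was 33.7 FPKM in DMSO and 29.7 in OICR-9429 in T24 (exact Poisson 95% intervals 32.6 to 34.9 and 28.6 to 30.7), and 44.4 and 29.8 FPKM in UM-UC-3 (43.1 to 45.7 and 28.8 to 30.8). KMT2A, which encodes MLL1, had 8.52 and 11.6 FPKM in T24 and 11.8 and 15.6 FPKM in UM-UC-3. Of the other core subunits of the MLL complexes, ASH2L had log2 fold changes of -0.74 in T24 and -0.83 in UM-UC-3, RBBP5 of 0.30 and 0.55, and DPY30 of -0.15 and -0.32, all below the size of a call. Of 19 genes of the H3K4 methyltransferase complexes, 3 were called in either line: NCOA6 and PSIP1, with log2 fold changes of 1.09 and -1.15 in T24, and KMT2C, with 1.13 in UM-UC-3 (PSIP1 was singled out after its values were seen). None of the 18 tested in limma passed at an adjusted p under 0.05, over all genes or adjusted over the list alone, and WDR5 had an adjusted p of 0.40 there. Relative to all genes, the list had a median log2 fold change of 0.44 in T24 (percentile 98.9 of the random lists, above their middle 95%) and of 0.06 in UM-UC-3 (percentile 60.8), a difference between the lines that was not tested. Of 5 H3K4 demethylase genes none was called in either line or passed in limma, over all genes or adjusted over the list alone.
The H3K4me3 and RNA polymerase II levels at promoters were measured by ChIP-qPCR and not analysed here. The paper first takes the genes lower in both lines by RNA sequencing, since MLL1-WDR5 activates transcription, and selects cell cycle, apoptosis, DNA repair and metastasis genes among them for RT-qPCR and Western blots. From the lower H3K4me3 and polymerase levels at the promoters of 7 of these genes, CCNE2, CCNB1, PLK1, BIRC5, XRCC2, AURKA and FOXM1 (Fig. 6e), the paper concludes that blocking WDR5 directly lowered their expression through H3K4me3.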

**Fig. 6:**
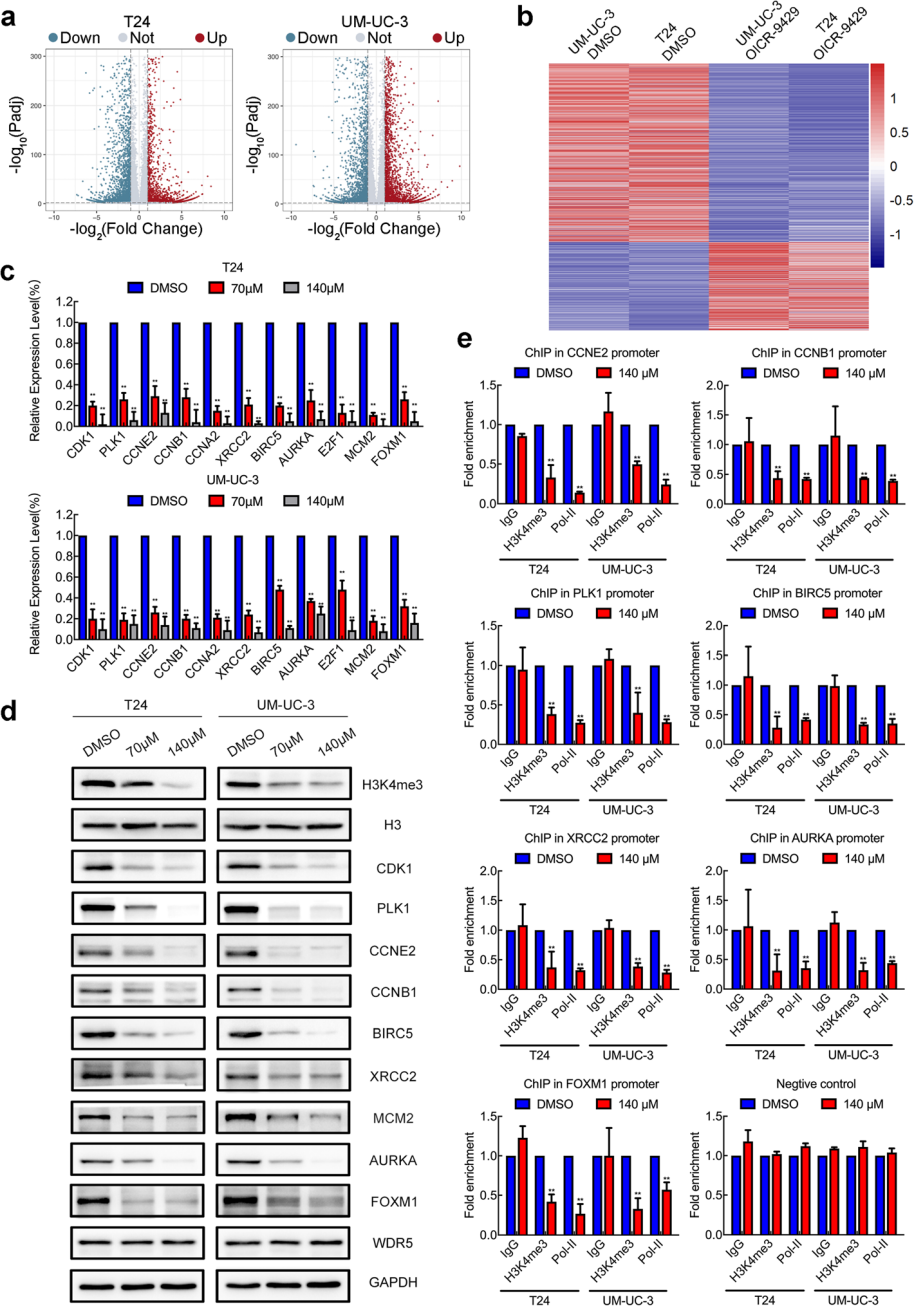
Target genes of OICR-9429 are identified in bladder cancer. **a.** Volcano plot showing the differentially expressed genes in RNA sequencing in T24 and UM-UC-3 cells treated with DMSO or 140 μM OICR-9429 for 48 h. **b.** A heatmap representing both downregulated mRNA expression levels in T24 and UM-UC-3 cells treated with OICR-9429. **c.** The differentially expressed genes in the RNA sequencing were verified in T24 and UM-UC-3 cells by qRT-PCR. **d.** The expression of OICR-9429 target genes in T24 and UM-UC-3 cells was detected by Western blots. GAPDH and histone H3 were used as internal controls. **e.** ChIP-qPCR analysis of H3K4 tri-methylation and Pol-II status in the promoters of target genes after treatment with DMSO or 140 μM OICR-9429 for 48 h in T24 and UM-UC-3 cells. Values were normalized to the DMSO groups. *p < 0.05 and **p < 0.01

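All 11 genes that the study tested by RT-qPCR were lower in the treated library of both lines, by 3.28 to 21.3-fold in T24 and by 6.74 to 24.4-fold in UM-UC-3. CDK1, the kinase that starts mitosis, had 57.9 FPKM in DMSO (exact Poisson 95% interval 56.5 to 59.3) and 2.72 in OICR-9429 (2.43 to 3.04) in T24, and 36.5 (35.4 to 37.6) and 1.65 (1.42 to 1.90) in UM-UC-3. Its partner cyclins followed: CCNB1 went from 128 to 10.6 FPKM in T24 and from 76.2 to 3.52 in UM-UC-3, and CCNA2 from 66.5 to 4.02 and from 49.9 to 2.05. The mitotic kinase PLK1 had 36.7 and 3.19 FPKM in T24, and 39.3 and 1.76 in UM-UC-3. AURKA, a kinase of the spindle poles, had 64.4 and 6.21 FPKM in T24, and 62.1 and 5.55 in UM-UC-3. CCNE2, a cyclin of the entry into S phase, was the least abundant in DMSO, with 4.17 FPKM in T24 (3.82 to 4.54) and 4.57 in UM-UC-3 (4.20 to 4.96), against 0.558 (0.437 to 0.703) and 0.678 (0.543 to 0.836) in OICR-9429. The transcription factor E2F1, which drives S-phase genes, had 26.6 and 2.04 FPKM in T24, and 29.5 and 1.93 in UM-UC-3. FOXM1, which drives genes of mitosis, had 48.9 and 5.20 FPKM in T24, and 63.6 and 2.98 in UM-UC-3. The survivin gene BIRC5 went from 40.5 to 2.05 FPKM and from 64.1 to 3.26. XRCC2, a gene of recombination repair, went from 16.5 to 1.31 FPKM and from 12.4 to 0.593. MCM2, a subunit of the replicative helicase, went from 38.7 (37.6 to 39.7) to 11.8 FPKM (11.2 to 12.4) in T24, the smallest fold of the 11 in that line, and from 64.5 to 5.40 FPKM in UM-UC-3.
In limma over both lines all 11 fell, with adjusted p values from 0.0053 for CDK1 to 0.033 for CCNE2 and 0.041 for MCM2, and all 11 also fell when adjusted over the list alone. The study chose these genes on these samples, so their count is not independent evidence of the direction.
The positions are those of GENCODE 29 on GRCh38, found by gene identifier, while the authors' notes name hg19. CDK1 (ENSG00000170312) lies on chromosome 10 from 60778331 to 60794852, PLK1 (ENSG00000166851) on chromosome 16 from 23677656 to 23690367 and CCNE2 (ENSG00000175305) on chromosome 8 from 94879770 to 94896678. CCNB1 (ENSG00000134057) is on chromosome 5 from 69167010 to 69178245, CCNA2 (ENSG00000145386) on chromosome 4 from 121816444 to 121823933 and AURKA (ENSG00000087586) on chromosome 20 from 56369389 to 56392337. E2F1 (ENSG00000101412) is on chromosome 20 from 33675683 to 33686404, BIRC5 (ENSG00000089685) on chromosome 17 from 78214186 to 78225636 and XRCC2 (ENSG00000196584) on chromosome 7 from 152644779 to 152676165. MCM2 (ENSG00000073111) spans 127598223 to 127622436 of chromosome 3, and FOXM1 (ENSG00000111206) 2857681 to 2877155 of chromosome 12. Each FPKM value sums the reads over all annotated exons of the gene.

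**Figure D3:**
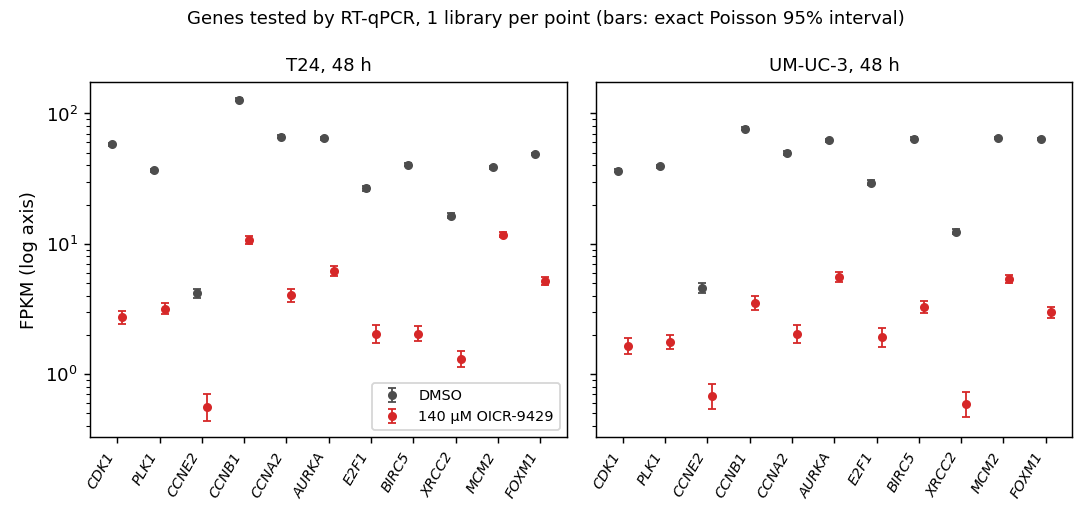
FPKM (log axis) of the 11 genes in T24 (left) and UM-UC-3 (right) after 48 h in DMSO (grey) or 140 µM OICR-9429 (red), 1 library per point. Bars are exact Poisson 95% intervals and cover counting error only, and for every gene the red interval lies below the grey one.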

### WDR5 positively correlates with PD-L1, and OICR-9429 suppresses immune evasion by blocking PD-L1 activation

Inhibition of epigenetic modifications such as HDAC, EZH2, and PARP has been recently proven to be associated with immune evasion and immunomodulatory effects in BCa and other malignant tumours [28–30]. To explore whether targeting the MLL1-WDR5 complex could regulate PD-L1 expression, we analysed TCGA data. Interestingly, WDR5 expression was notably positively correlated with PD-L1 (Fig. 7a). Wild-type T24 and UM-UC-3 cells expressed PD-L1 at a relatively low level without stimulation. Hence, we treated T24 and UM-UC-3 cells with IFN-γ (100 ng/mL, 48 h) to simulate the tumour microenvironment and increase PD-L1 expression. Strikingly, we found that OICR-9429 significantly reduced the expression of PD-L1 induced by IFN-γ in a dose-dependent manner at both the RNA and protein levels (Fig. 7b and c). Moreover, IFN-γ treatment increased the rate of PD-L1-positive T24 and UM-UC-3 cells, and flow cytometry showed that OICR-9429 treatment blocked this PD-L1 upregulation (Fig. 7d). To investigate the mechanism of OICR-9429 on PD-L1 regulation, ChIP assays in T24 and UM-UC-3 cells were performed. As a result, inhibition of the MLL1-WDR5 complex using OICR-9429 decreased the H3K4me3 and RNA polymerase-II levels in the PD-L1 promoter but not in the negative controls (Fig. 7e). Collectively, these data indicated that WDR5 had positive correlation with PD-L1 and that OICR-9429 suppressed immune evasion by blocking PD-L1 activation in BCa cells.

**Fig. 7:**
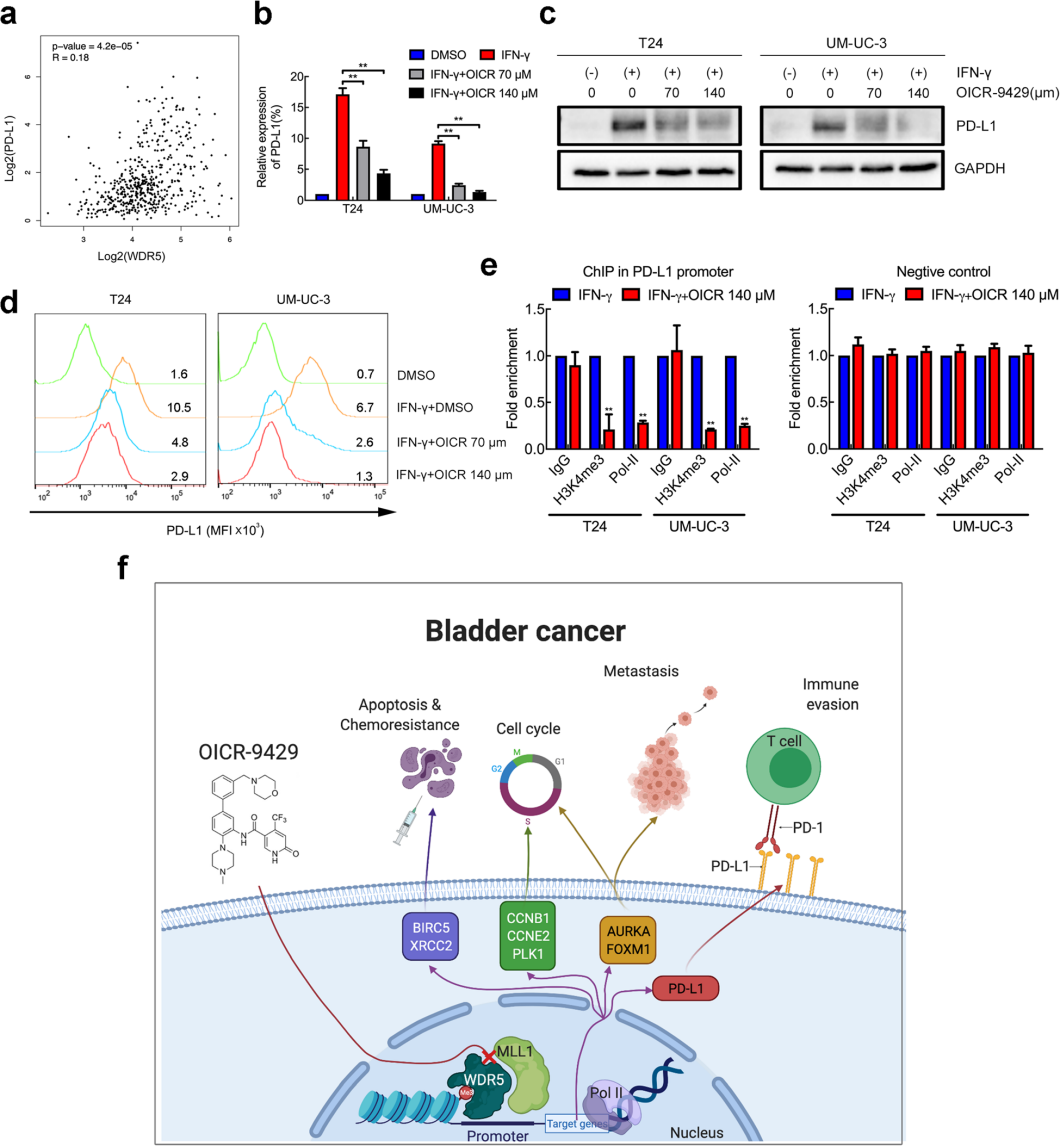
WDR5 positively correlates with PD-L1, and OICR-9429 suppresses immune evasion by blocking PD-L1 activation. **a.** Pearson correlation between the expression of WDR5 and PD-L1 in the TCGA cohort. **b. c.** Relative mRNA (**b**) and protein (**c**) expression of PD-L1 in two BCa cell lines treated with DMSO, IFN-γ, IFN-γ + IC_50_ OICR-9429, and IFN-γ + 2 IC_50_ OICR-9429. GAPDH was used as the internal control. **d.** Flow cytometry verified that OICR-9429 reduced PD-L1 expression induced by IFN-γ treatment in two BCa cell lines. **e.** ChIP-qPCR analysis of H3K4 tri-methylation and Pol-II status in the PD-L1 promoter after treatment with IFN-γ or IFN-γ + 2 IC_50_ OICR-9429 for 48 h in T24 and UM-UC-3 cells. Values were normalized to the IFN-γ group. **f.** A schematic model of the mechanism underlying the role of OICR-9429 in BCa proliferation, chemosensitivity, metastasis and immune evasion. *p < 0.05 and **p < 0.01

## Discussion

Muscle-invasive BCa is a lethal disease with high metastasis, low chemosensitivity, and poor prognosis [3, 5]. Hence, it is urgent to develop novel approaches to block uncontrolled proliferation and metastasis and enhance chemosensitivity for BCa. A recent study identified some key oncogenes and tumour suppressors in the regulation of proliferation, metastasis and chemoresistance of BCa, such as PTBP1, hnRNPK, NONO, REDD1, lncRNA LBCS, and DANCR [21, 22, 31–34]. However, specific inhibitors of these targets have not been developed, and there is still a long way to go from concept to reality. Several studies have proven that some small molecule drugs that are used in other malignancies, such as PI3K inhibitors, CDK4/6 inhibitors, FGFR inhibitors and AR inhibitors, show promising inhibitory effects on BCa [35–38]. Therefore, gene-based targeted therapy will become the main treatment for advanced BCa, and it is necessary to investigate and develop more molecular drugs that target vital signalling in BCa. Here, we first present data supporting the basis for a novel approach to treat advanced BCa. OICR-9429, a WDR5 inhibitor, holds promise as a therapy for BCa.

Histone modification is proven to be one of the most important epigenetic regulation mechanisms and druggable targets [16]. The methylation of histone H3K4 has a major impact on regulation of genes expression that are critical for normal biology and diseases, including cancer [11]. Through protein complexes formation with H3K4 methyltransferases, such as SET1A/B and MLL1–4, WDR5 plays an essential role in H3K4me3 and transcriptional activation of target genes involved in pluripotency, development, and cancer, such as MLL-rearranged leukaemia [39]. Furthermore, WDR5 has been well established as an oncogene and is closely associated with the tumorigenesis and progression of multiple cancers, such as leukaemia and bladder, prostate, and colon cancer [12–15]. Recent studies indicate that WDR5 also interacts with long, noncoding RNAs (lncRNAs), such as HOXD-AS1 and HOTTIP, to facilitate gene transcription in cancer via lncRNA-guided histone H3K4 trimethylation [23, 40, 41]. Therefore, WDR5 may act as a promising target in BCa treatment. The specific structural feature of the MLL/WDR5 complex is a novel drug target. OICR-9429, a high affinity small molecule compound, competitively blocks WDR5 interaction with MLL protein via binding the central peptide-binding pocket of WDR5 [17]. OICR-9429 has shown anticancer efficacy by inhibiting cell vitality in non-MLL-rearranged leukaemia and colon and pancreatic cancer [14, 18]. However, the biological function affected by OICR-9429 in BCa remains unknown. In this study, we first discovered that OICR-9429 inhibited the proliferation of BCa cells by blocking the G1/S phase transition. Furthermore, OICR-9429 inhibited cell motility and metastatic behaviour but enhanced cell apoptosis and cisplatin chemosensitivity in BCa cells. Additionally, OICR-9429 suppressed tumour growth and promoted the chemosensitivity of cisplatin in BCa cells in vivo, suggesting that combined therapy with OICR-9429 and cisplatin could improve the curative effect and reduce side effects. Therefore, targeting WDR5 with OICR-9429 is multipotent and promotes anticancer therapy for BCa.

Although OICR-9429 is a WDR5 inhibitor, the genes affected by OICR-9429 in BCa remain largely unknown. Here, we first performed RNA sequencing to investigate the landscape of genes regulated by OICR-9429-mediated blockade of WDR5. Interestingly, 956 genes were downregulated in both T24 and UM-UC-3 cells. Through qPCR, Western blot and ChIP verification, we found that CCNB1, CCNE2, PLK1, BIRC5, XRCC2, AURKA, and FOXM1 were the direct targets of OICR-9429. BIRC5 and XRCC2 regulate antiapoptosis and DNA repair, contributing to cancer chemoresistance [42, 43]. CCNB1, CCNE2, AURKA, and FOXM1 regulate cell cycle transition, resulting in uncontrolled proliferation [44, 45]. Emerging evidence shows that AURKA and FOXM1 are multifunctional genes that promote proliferation, chemoresistance and metastasis via different mechanisms [46–48]. This finding was not only consistent with our previous study of WDR5 in BCa [13, 49], but also expanded insight into the mechanism by which OICR-9429 targets WDR5.

Immune checkpoint inhibitors (ICIs) against PD-1 and its ligand, PD-L1, which is an emerging treatment for BCa immunotherapy, have received the most attention [6]. ICIs offer an alternative solution for MIBC patients who were previously ineligible for cisplatin-based chemotherapy or intolerable due to toxicity. Due to the heterogeneity of tumour cells and the complexity of the tumour immune microenvironment, most patients with advanced BCa have no response solely to immunotherapy (objective response rates from 17.8 to 24%) [6]. Therefore, combined treatments with ICIs and targeted therapies are urgently required to improve current immunotherapy strategies [50]. Previous studies showed that epigenetic modifications, such as HDAC6, EZH2, PRC2, and H3K27me3, played a vital role in immune microenvironment regulation [51–53]. In this study, we demonstrated that WDR5 markedly correlated with PD-L1 expression in BCa and that OICR-9429 suppressed immune evasion by blocking PD-L1 activation induced by IFN-γ. Moreover, ChIP assays further confirmed that OICR-9429 directly reduced the enrichment of histone H3K4 tri-methylation and RNA polymerase-II in the PD-L1 promoter region, leading to the inhibition of PD-L1. Taken together, these data indicated that OICR-9429 may be a promising drug for combining immunotherapy to improve clinical outcomes since it inhibits PD-L1 expression in BCa cells.

## Conclusions

In summary, our novel discovery showed that the WDR5 inhibitor, OICR-9429, suppressed proliferation, metastasis and PD-L1-based immune evasion while enhancing apoptosis and cisplatin chemosensitivity in BCa by blocking the WDR5-MLL complex mediating H3K4me3 of target genes (Fig. 7f). Therefore, our findings provide sufficient evidence that OICR-9429 might be a multipotent anticancer therapy, and could offer novel therapeutic schemes for bladder cancer patients together with cisplatin and/or immune-checkpoint inhibitors.

## Supplementary Information

**Additional file 1: Supplementary Fig. 1.** The expression of WDR5 in age, gender, T-stage, N-stage and Non-muscle invasive bladder cancer (NMIBC) history features in TCGA cohort. **Supplementary Fig. 2.** The images of EdU assay of three BCa cells treated with two doses of OICR-9429 or DMSO. **Supplementary Fig. 3.** OICR-9429 increases apoptosis of bladder cancer cells. **Supplementary Fig. 4.** OICR-9429 increases cisplatin chemosensitivity of bladder cancer cells but not gemcitabine. **Supplementary Fig. 5.** H&E staining of kidney, liver, lung, and heart from the mice in indicated groups. **Supplementary Fig. 6.** The target genes of OICR-9429 are identified in bladder cancer. **Supplementary Fig. 7.** Pearson correlations between the expression of WDR5 and CDK1, PLK1, CCNE2, CCNB1, BIRC5, XRCC2, MCM2, AURKA and FOXM1 in TCGA cohort. **Supplementary Fig. 8.** OICR-9429 treatment did not affect H3K4me3 and RNA polymerase-II levels on the promoter regions of CDK1 and MCM2 in UM-UC-3 and T24 cells. **Supplementary Fig. 9.** Original images of western blotting. **Supplementary Table 1.** Univariate and multivariate analysis of factors associated with overall survival in 345 cases of bladder cancer from TCGA cohort. **Supplementary Table 2.** Primers used in qPCR. **Supplementary Table 3.** Primers used in ChIP-qPCR.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

BCa: Bladder cancer
WDR5: WD repeat-containing protein 5
H3K4me3: Histone H3 lysine 4 tri-methylation
qPCR: Quantitative polymerase chain reaction
STR: Short tandem repeat
IC_50_: Half maximal inhibitory concentration
CIs: Confidence intervals
CI: Combination index
PD-1: Programmed death-1
PD-L1: Programmed death-ligand 1
ChIP: Chromatin immunoprecipitation
IFN-γ: Interferon-γ
MLL1: Mixed-lineage leukemia 1
NMIBC: Non-muscle invasive bladder cancer
MIBC: Muscle invasive bladder cancer
FDA: US food and drug administration
TCGA: The cancer genome atlas
GEO: Gene expression omnibus
OS: Overall survival
GO: Gene ontology
LncRNA: Long noncoding RNA
ICI: Immune checkpoint inhibitors

# Supplementary material for: Targeting WD repeat domain 5 enhances chemosensitivity and inhibits proliferation and programmed death-ligand 1 expression in bladder cancer
**Source:** J Exp Clin Cancer Res. 2021 Jun 21;40:203. doi: 10.1186/s13046-021-01989-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Fig. 1. The expression of WDR5 in age, gender, T-stage, N-stage and Non-muscle invasive bladder cancer (NMIBC) history features in TCGA cohort. Supplementary Fig. 2. The images of EdU assay of three BCa cells treated with two doses of OICR-9429 or DMSO. Supplementary Fig. 3. OICR-9429 increases apoptosis of bladder cancer cells. Supplementary Fig. 4. OICR-9429 increases cisplatin chemosensitivity of bladder cancer cells but not gemcitabine. Supplementary Fig. 5. H&E staining of kidney, liver, lung, and heart from the mice in indicated groups. Supplementary Fig. 6. The target genes of OICR-9429 are identified in bladder cancer. Supplementary Fig. 7. Pearson correlations between the expression of WDR5 and CDK1, PLK1, CCNE2, CCNB1, BIRC5, XRCC2, MCM2, AURKA and FOXM1 in TCGA cohort. Supplementary Fig. 8. OICR-9429 treatment did not affect H3K4me3 and RNA polymerase-II levels on the promoter regions of CDK1 and MCM2 in UM-UC-3 and T24 cells. Supplementary Fig. 9. Original images of western blotting. Supplementary Table 1. Univariate and multivariate analysis of factors associated with overall survival in 345 cases of bladder cancer from TCGA cohort. Supplementary Table 2. Primers used in qPCR. Supplementary Table 3. Primers used in ChIP-qPCR.

**Targeting WD repeat domain 5 enhances chemosensitivity and inhibits proliferation and programmed death-ligand 1 expression in bladder cancer**

Jingtong Zhang^1,2,3 #^, Qianghua Zhou^1,2,3 #^, Keji Xie^4, #^, Liang Cheng^1,2,3^, Shengmeng Peng^1,2,3^, Ruihui Xie^1,2,3^, Lixuan Liu^5^, Yangjie Zhang^1,2,3^, Wen Dong^1,3^, Jinli Han^1,3^, Ming Huang^1,2,3^, Yuelong Chen^1,6^, Tianxin Lin^1,2,3,7, *^, Jian Huang^1^^,2,3 *^, Xu Chen^1,2,3 *^.

^#^ Jingtong Zhang, Qianghua Zhou and Keji Xie contributed equally to this work.

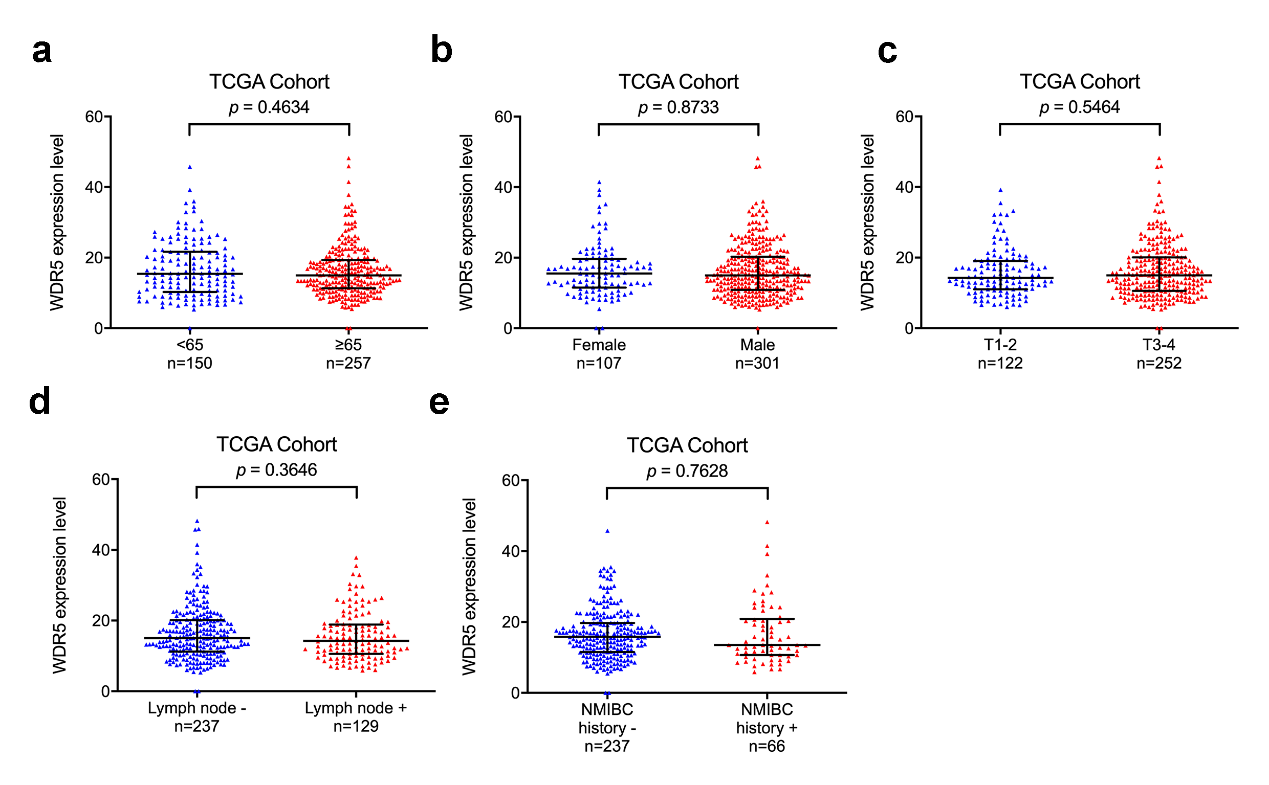

**Supplementary Figure 1. The expression of WDR5 in age (a), gender (b), T-stage (c), N-stage (d) and Non-muscle invasive bladder cancer (NMIBC) history features (e) in TCGA cohort.**

**
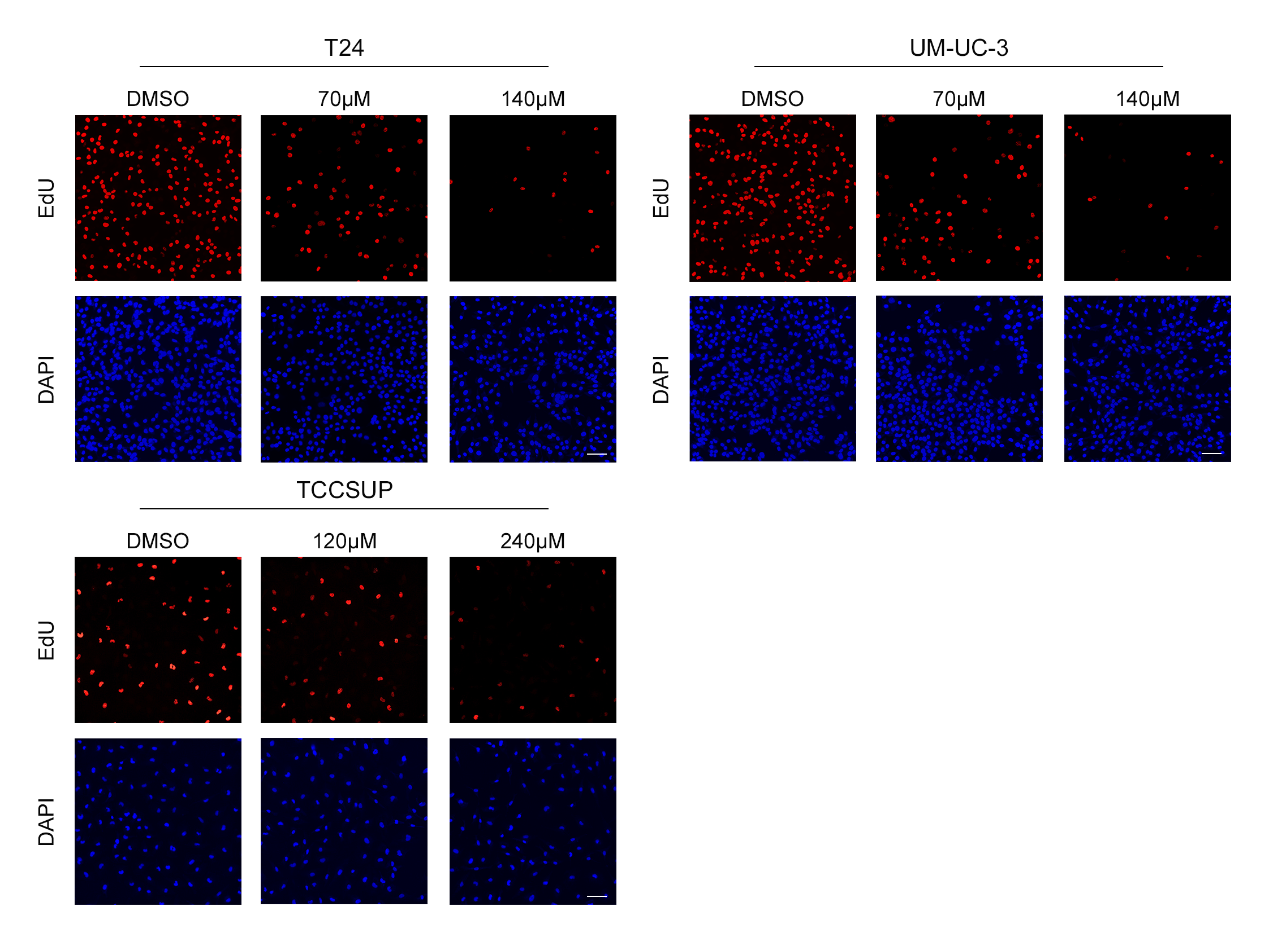
**

**Supplementary Figure 2. The images of EdU assay of three BCa cells treated with two doses of OICR-9429 or DMSO.** Blue indicated nucleus; red indicated S-phase cells. Scale bars, 50 µm (white).

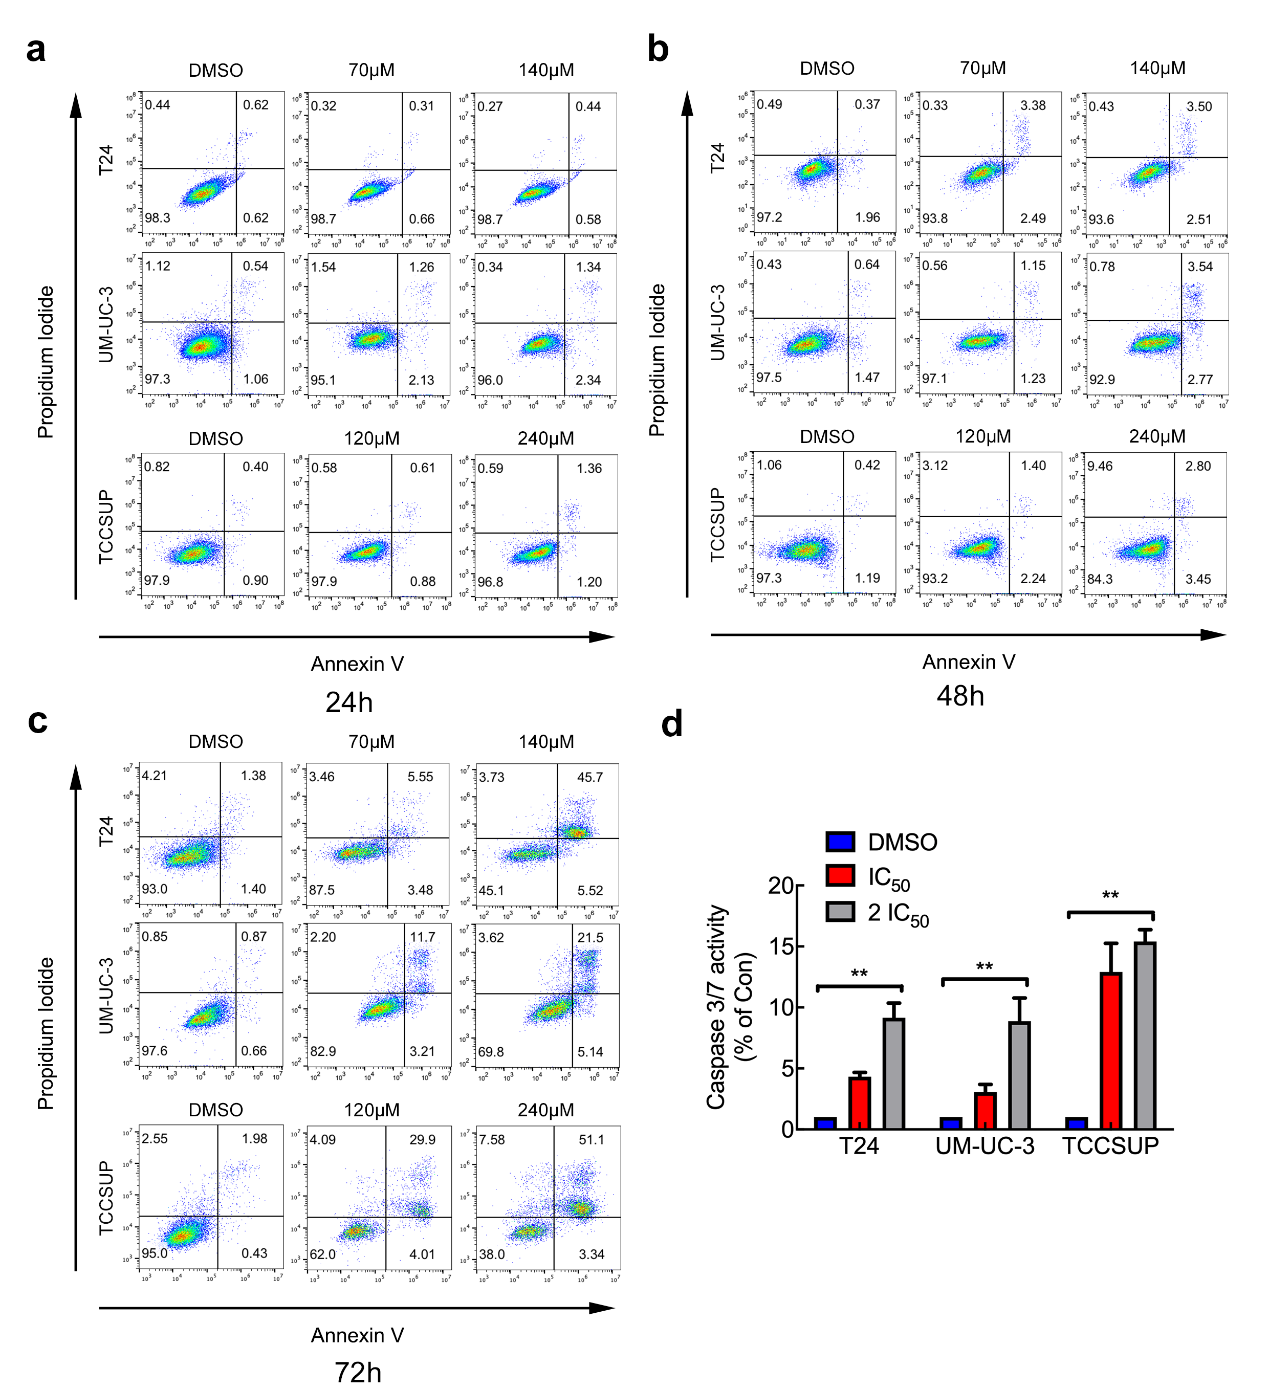

**Supplementary Figure 3. OICR-9429 increases apoptosis of bladder cancer cells.**

**a-c.** The apoptosis analysis of three BCa cells treated with two doses of OICR-9429 or DMSO for 24 h (**a**), 48 h (**b**), 72 h (**c**). **d.** The histogram analysis showed the caspase 3/7 activity was upregulated in three BCa cells treated with OICR-9429 for 72 h. *p < 0.05 and **p < 0.01.

**
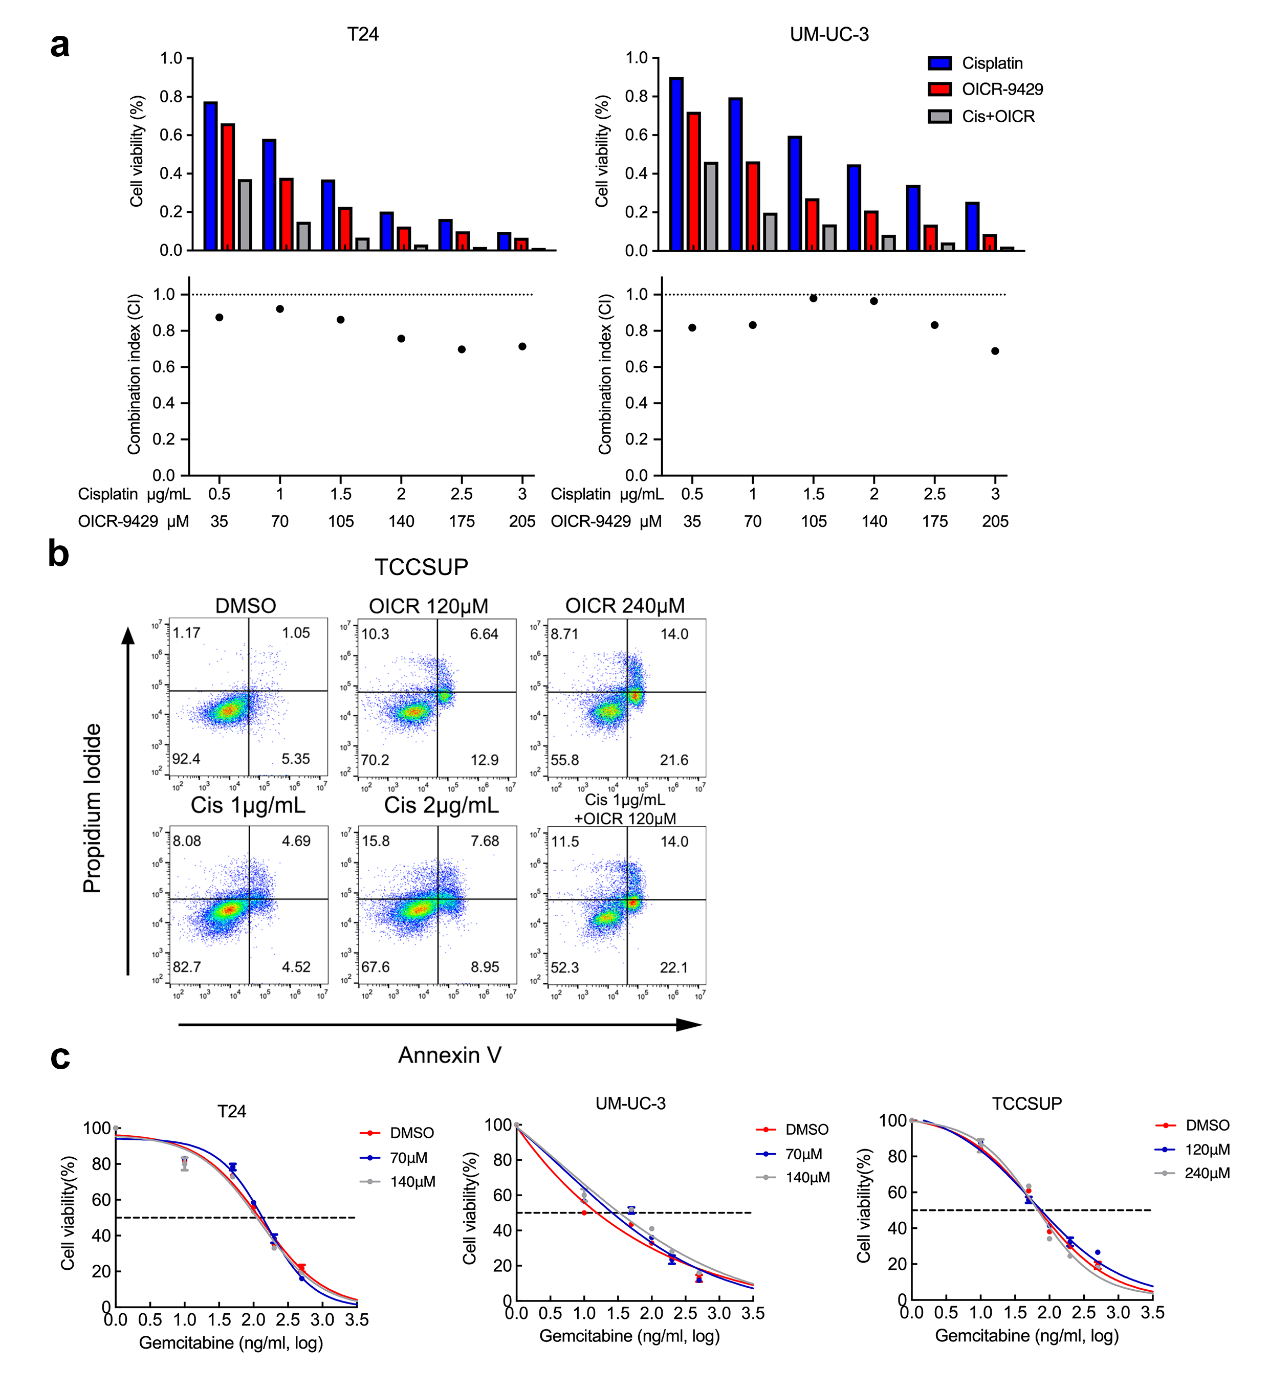
Supplementary Figure 4. OICR-9429 increases cisplatin chemosensitivity of bladder cancer cells but not gemcitabine.**

**a.** Cell viability (Top) and combination index values (Bottom) of OICR-9429 and cisplatin individual or combined treatments in T24 and UM-UC-3 cells. **b.** The apoptosis analysis of TCCSUP cells treated with 2 concentrations of OICR-9429 (IC_50_, 2IC_50_), 2 concentrations of cisplatin (1, 2 μg/mL) and a combining treatment with IC_50_ OICR-9429 and low-dose cisplatin (1 μg/mL) for 72 h. **c.** The cell viability of OICR-9429 combined with gemcitabine in three BCa cells by MTT assay.

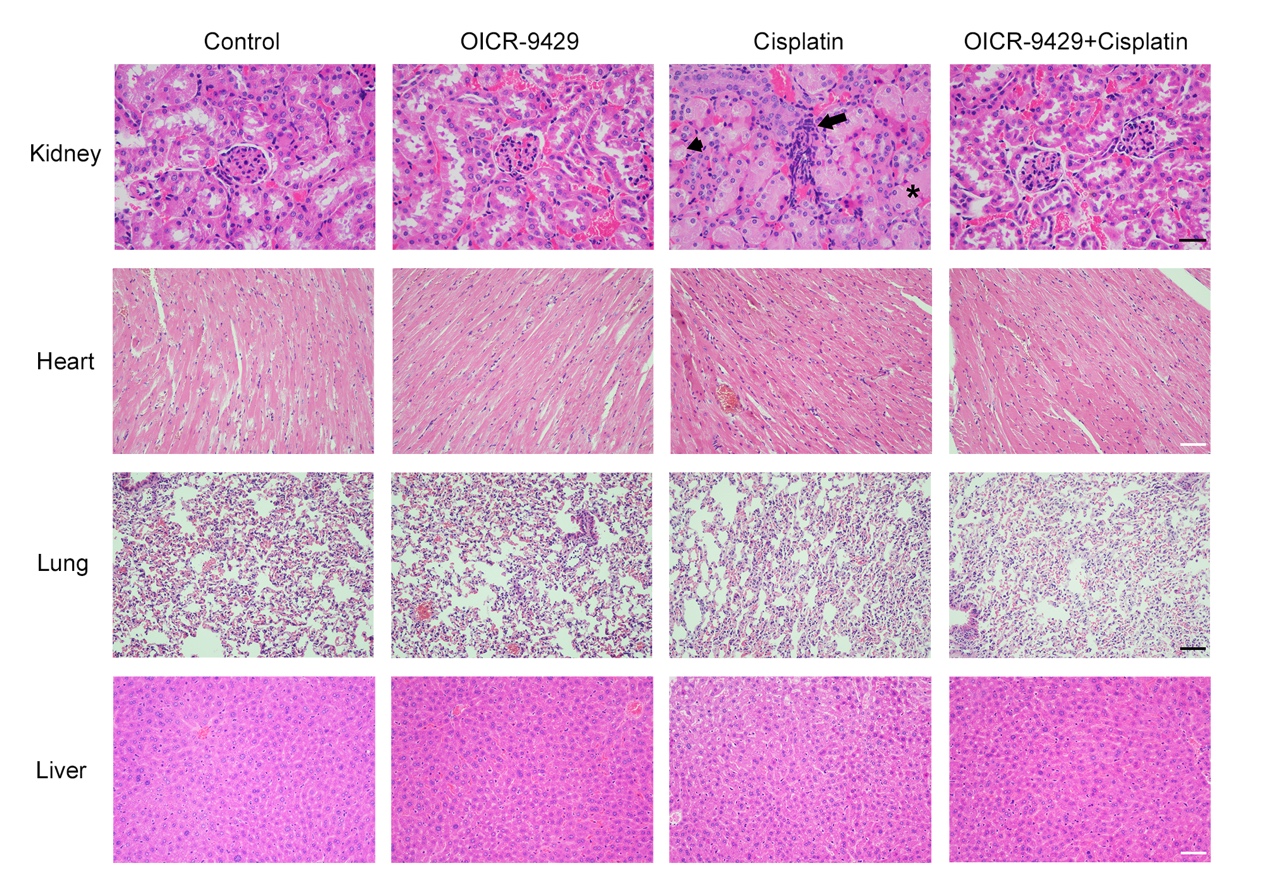

**Supplementary Figure 5. H&E staining of kidney, liver, lung, and heart from the mice in indicated groups.**

The tumor-bearing mice were received control solvent, OICR-9429 (60 mg/kg), cisplatin (4 mg/kg), or a combination of small dose OICR-9429 (30 mg/kg) and cisplatin (2.5 mg/kg), respectively. Asterisk indicated renal tubular casts; arrow indicated infiltrated inflammatory; arrow head indicated vacuolar degeneration and necrosis. Scale bars, 50 µm (kidney, black), 100 µm (other organs, white/black).

**
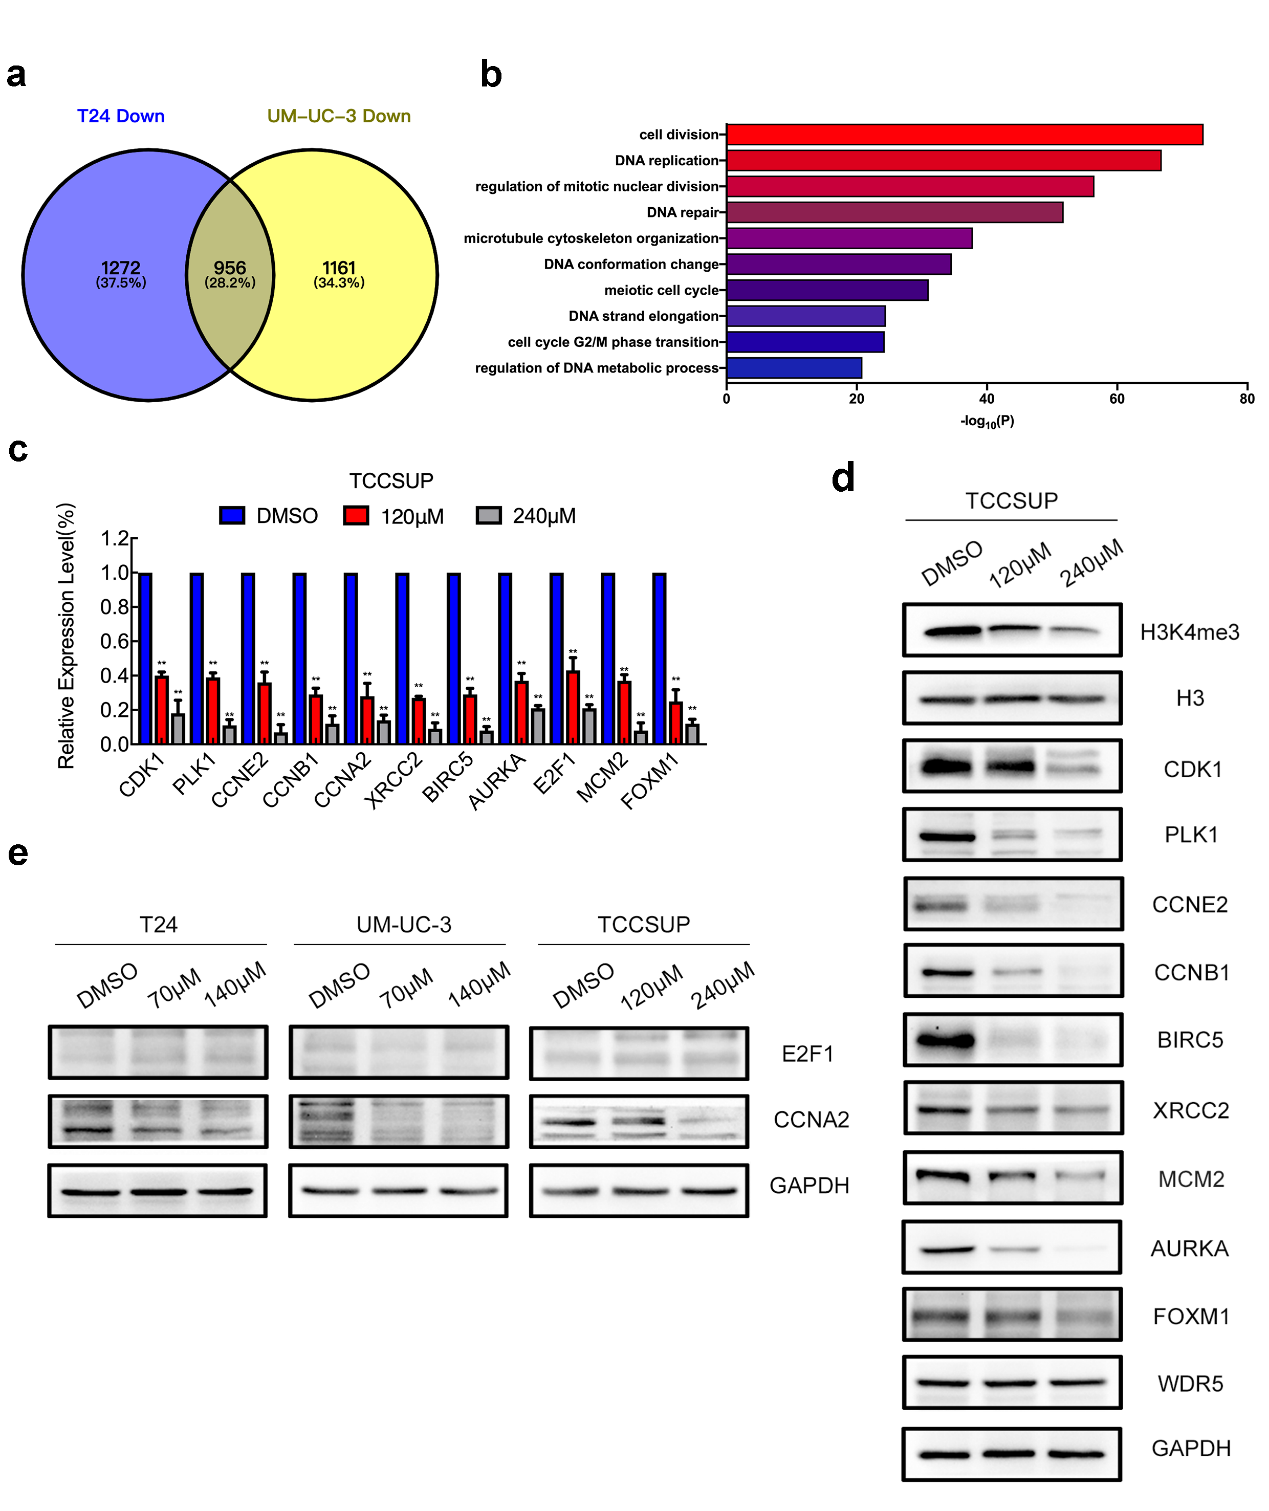
**

**Supplementary Figure 6. The target genes of OICR-9429 are identified in bladder cancer.**

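Beside the genes lower in both lines, 1002 genes were called lower in T24 alone and 873 in UM-UC-3 alone, so that the shared genes were 41.4% of the lower genes of T24 and 44.7% of those of UM-UC-3. BIRC3, an inhibitor of apoptosis, was among those of T24, going from 32.7 to 12.2 FPKM, with 37.5 and 35.3 FPKM in UM-UC-3. PSMB9, a subunit of the immunoproteasome, went from 2.35 to 0.688 FPKM in T24, with 8.78 and 4.64 FPKM in UM-UC-3. Among those of UM-UC-3, LDHA, the lactate dehydrogenase of glycolysis, went from 204 to 33.1 FPKM, with 277 and 315 FPKM in T24. The keratin gene KRT18 went from 56.5 to 15.3 FPKM in UM-UC-3, with 91.3 and 68.4 FPKM in T24, and BCL2A1, an anti-apoptotic gene, from 5.14 to 1.07 FPKM, with 0.223 and 0.219 FPKM in T24. A call in 1 line alone does not show that the lines differ, which was not tested here.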

**a.** Venn image showed that 956 genes were down-regulated in both T24 and UM-UC-3 cells. **b.** Gene ontology (GO) analysis revealed that OICR-9429 participates in serial genes related to cell cycle, DNA repair, apoptosis and migration. **c.** The differentially expressed genes in the RNA sequencing were verified in TCCSUP cells by qRT-PCR. **d.** The expression of OICR-9429 target genes were detected by western blotting in TCCSUP cells. GAPDH and Histone H3 were used as the internal control. **e.** E2F1 protein was not detected by western blotting in three BCa cells, and CCNA2 protein expression was not exactly consistent with mRNA level alteration. *p < 0.05 and **p < 0.01.

**
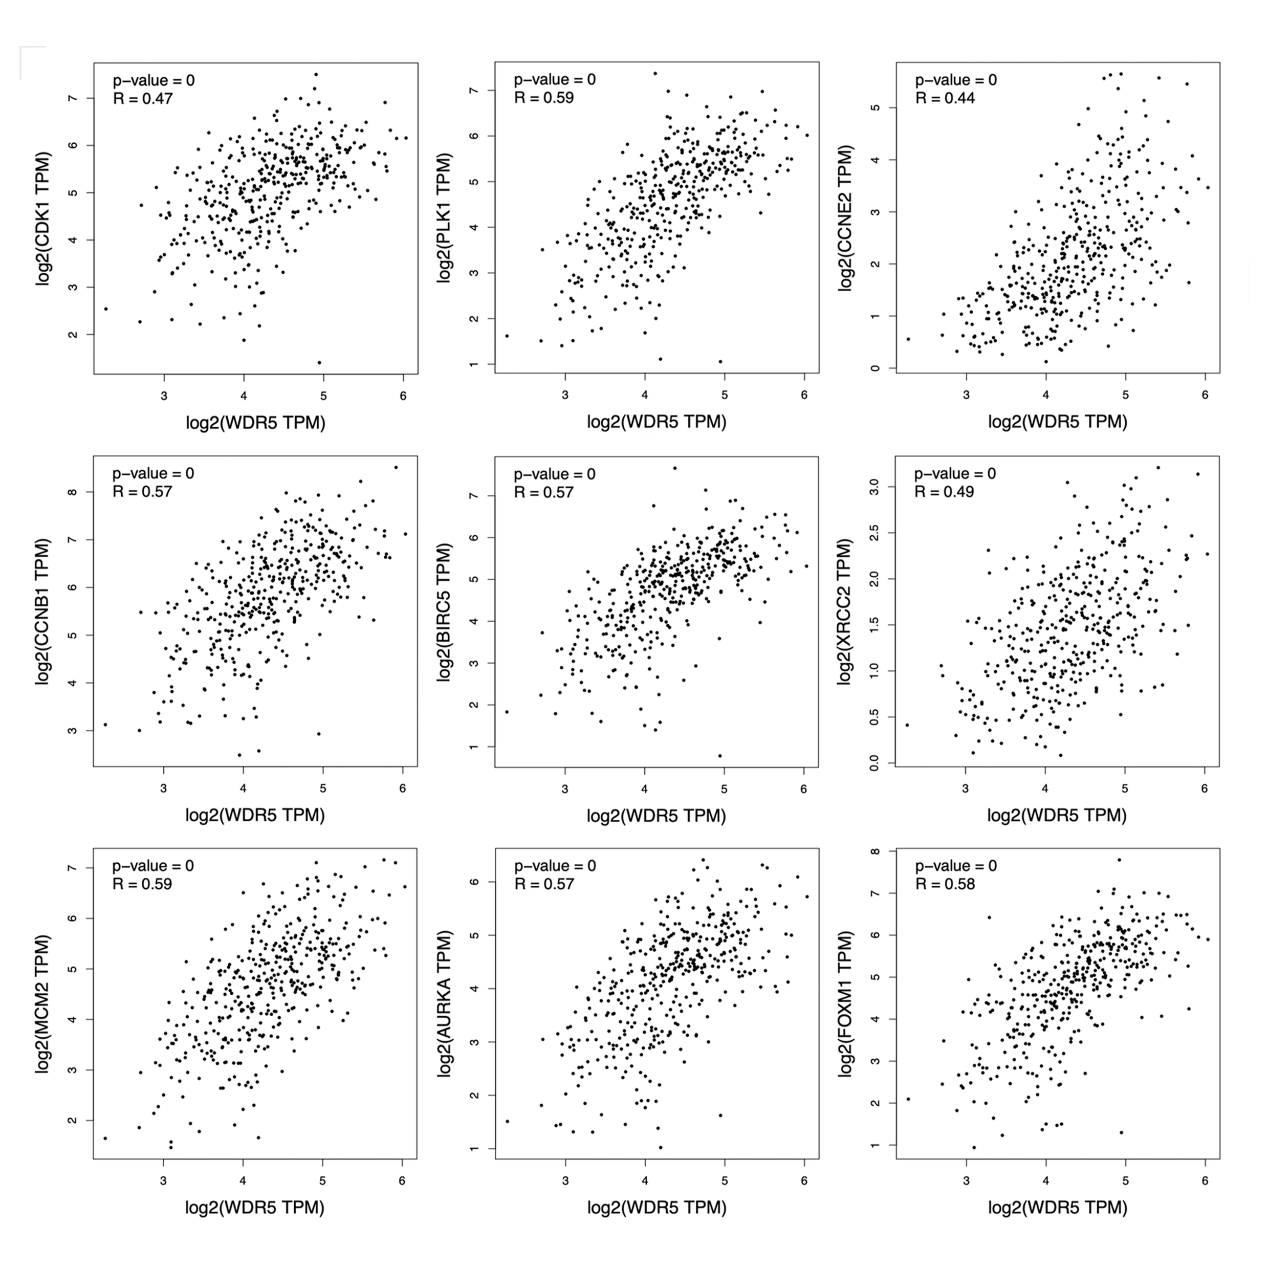
**

**Supplementary Figure 7. Pearson correlations between the expression of WDR5 and CDK1, PLK1, CCNE2, CCNB1, BIRC5, XRCC2, MCM2, AURKA and FOXM1 in TCGA cohort.**

**
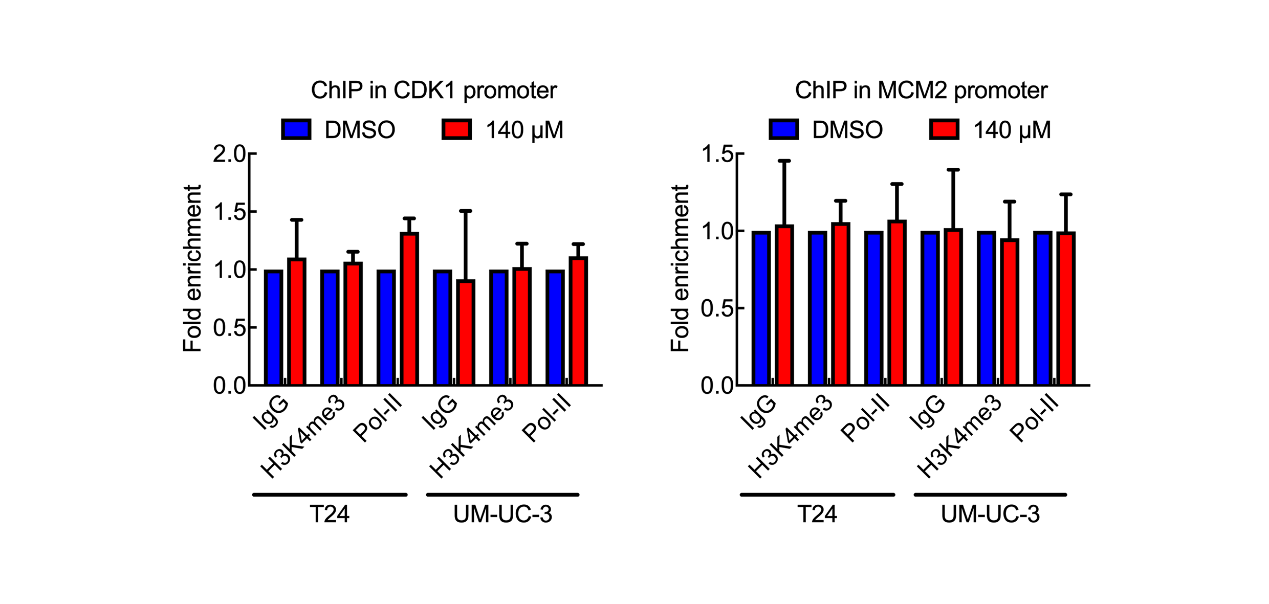
**

**Supplementary Figure 8. OICR-9429 treatment did not affect H3K4me3 and RNA polymerase-II levels on the promoter regions of CDK1 and MCM2 in UM-UC-3 and T24 cells.** *p < 0.05 and **p < 0.01.

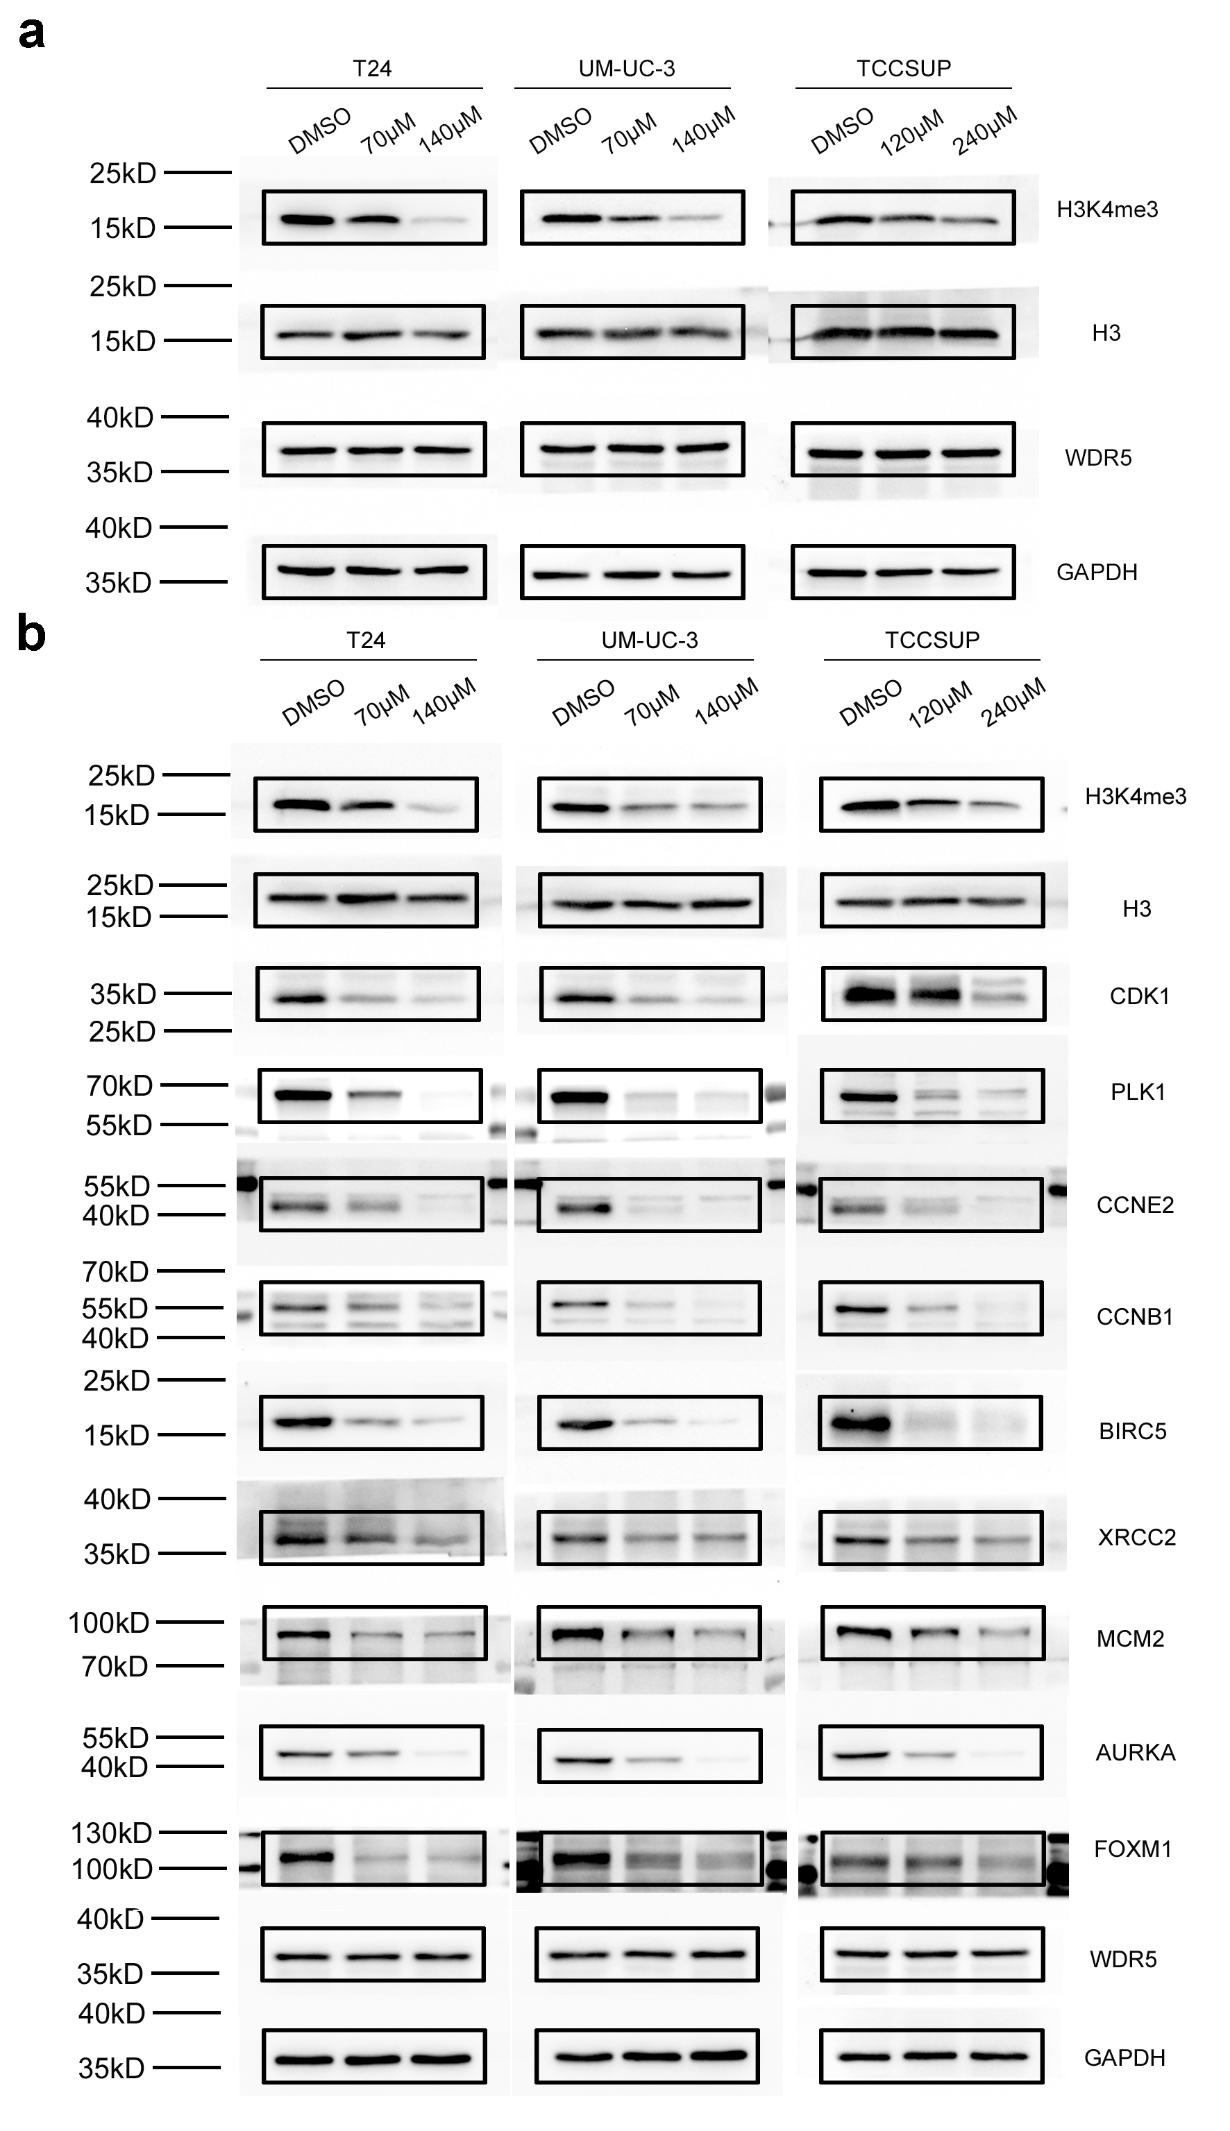

**Supplementary Figure 9. Original images of western blotting**

**a.** Original images of western blotting detection of H3K4me3, H3, WDR5 protein levels in OICR-9429 treating BCa cells in Figure 1g. **b.** Original images of western blotting detection of OICR-9429 targeted genes protein levels in three BCa cells in Figure 6d.

**Supplementary Table 1. Univariate and multivariate analysis of factors associated with overall survival in 345 cases of bladder cancer from TCGA cohort.**

|  | | Univariate | | |  | Multivariate | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Variable | | HR | 95% CI | *p*-Value |  | HR | 95% CI | *p*-Value |
| Gender (female/male) | | 1.163 | 0.823-1.643 | 0.392 |  |  |  | NA |
| Age, years (≥65/<65) | | 1.934 | 1.336-2.799 | **<0.001** |  | 2.033 | 1.401-2.949 | **<0.001** |
| Tumor stage (T3–T4/T1–T2) | | 1.895 | 1.277-2.811 | **0.002** |  | 1.543 | 1.028-2.317 | **0.036** |
| Nodal metastasis (N1–N2/N0) | | 2.269 | 1.652-3.116 | **<0.001** |  | 2.118 | 1.529-2.935 | **<0.001** |
| Histological grade (High/Low) | | 4.383 | 0.611-31.426 | 0.142 |  |  |  | NA |
| WDR5  (high/low) | | 1.385 | 1.005-1.907 | **0.046** |  | 1.478 | 1.071-2.040 | **0.018** |
|  | Univariate and multivariate analysis. Cox proportional hazards regression model. Variables associated with survival by univariate analyses were adopted as covariates in multivariate analyses. Significant *p*-values are shown in bold font. HR > 1, risk for death increased; HR < 1, risk for death reduced. | | | | | | | |

**Supplementary Table 2. Primers used in qPCR.**

| Primer Name | Sequence 5’-3’ |
| --- | --- |
| CDK1 Forward | GGAAACCAGGAAGCCTAGCATC |
| CDK1 Reverse | GGATGATTCAGTGCCATTTTGCC |
| PLK1 Forward | GGATGATTCAGTGCCATTTTGCC |
| PLK1 Reverse | ACCTTGGTGGAATGGTCAGGC |
| CCNE2 Forward | CGTTTACAAGCTAAGCAGCAG |
| CCNE2 Reverse | CCTGGGTAGTTTTCCTCTTC |
| CCNB1 Forward | TAAGGCGAAGATCAACATGG |
| CCNB1 Reverse | TTACCAATGTCCCCAAGAGC |
| CCNA2 Forward  CCNA2 Reverse  BIRC5 Forward  BIRC5 Reverse  XRCC2 Forward  XRCC2 Reverse  AURKA Forward  AURKA Reverse  E2F1 Forward  E2F1 Reverse  MCM2 Forward  MCM2 Reverse  FOXM1 Forward  FOXM1 Reverse  GAPDH Forward  GAPDH Reverse | CTCTACACAGTCACGGGACAAAG  CTGTGGTGCTTTGAGGTAGGTC  CCACTGAGAACGAGCCAGACTT  GTATTACAGGCGTAAGCCACCG  TCTGTTTGCTGATGAAGATTCACC  CATCGTGCTGTTAGGTGATAAAGC  CATCGTGCTGTTAGGTGATAAAGC  ATGGAGCATGTACTGACCACC  GGACCTGGAAACTGACCATCAG  CAGTGAGGTCTCATAGCGTGAC  TGCCAGCATTGCTCCTTCCATC  AAACTGCGACTTCGCTGTGCCA  TCTGCCAATGGCAAGGTCTCCT  CTGGATTCGGTCGTTTCTGCTG  GTCTCCTCTGACTTCAACAGCG  ACCACCCTGTTGCTGTAGCCAA |

**Supplementary Table 3. Primers used in ChIP-qPCR.**

| Primer Name | Sequence 5’-3’ |
| --- | --- |
| CDK1 Forward | GGGCAAAAGACATGAACAGACA |
| CDK1 Reverse  CCNE2 Forward  CCNE2 Reverse  CCNB1 Forward  CCNB1 Reverse  BIRC5 Forward  BIRC5 Reverse  XRCC2 Forward  XRCC2 Reverse  AURKA Forward  AURKA Reverse  MCM2 Forward  MCM2 Reverse  FOXM1 Forward  FOXM1 Reverse  PLK1 Forward  PLK1 Reverse | GGCATTCTGACTGGTTTGAGA  GGAAAATAGAAAGCAGAAAG  CTTATTGGCTTTAGGAGAAC  CGCCCTGGAAACGCATTCTCT  AGAAGAGCCAGCCTAGCCTCA  TGTTGGGATTACAGGCGTGAG  TGTGCCGGGAGTTGTAGTCCT  CTCCCACTGAACAAAATAATA  CTGCTAATTATGACACTTTAG  ACGGCTGAGCTCTTGGAAGAC  CTCGTCCGCCACTGAGATATC  CTCCTTTTGACTTGCTGTTG  CAAAAGCAAAACCCTAAACG  ACATCAGGCCTCAGGAAATCA  GAGGAGTCTGGGATGGGAAAA  GCCCCTACAACCACAGTGTAA  CACCAAGTTCCACTCACTCCT |
| Negtive-Forward | GTAATCAGGAAACTGCATAC |
| Negtive-Reverse | CTCAAGACTCAATAGTGATC |

How the deposited data were processed for this re-analysis (not part of the article)

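RNA from T24 and UM-UC-3 cells kept for 48 h in DMSO or 140 µM OICR-9429 was measured in 4 libraries, 1 per line and condition. The authors deposited FPKM values for 31319 genes of each library. The paper names HISAT2 for alignment, Ensembl references and DEGseq for the comparison, and the submitters' processing notes name bcl2fastq 2.19.1, HISAT2 2.1.0, HTSeq 0.6.1 and the build hg19. The paper's text does not name the thresholds of the DEGseq calls. Each deposited table holds 1 library, and 0 other columns of values were left out.

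FPKM values are not counts, so no count test is used for the reported results. The deposited FPKM values follow from whole reads. With the merged exon lengths of GENCODE 29 and 1 total per library, 29029 genes (92.7%) came out as whole reads in all 4 libraries. The tolerance was 1e-06 of the number of reads. Of the 2290 others, 586 were worked back only up to a factor, and 240 gene identifiers were not in that annotation. The totals were 28209432 to 29335051 reads. The worked-back reads over all genes summed to 29440648, 29867669, 28817181 and 29793563 for T24 in DMSO and OICR-9429 and UM-UC-3 in DMSO and OICR-9429, somewhat above the totals. Medians of lists and correlations used genes of at least 10 reads. Intervals for single FPKM values are exact Poisson intervals at 95%. They cover counting error only.

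The design fixed before the data were examined assumed counts: a DEGseq test per line and a count model over both lines. Because the values are FPKM, a rule of size replaced the test per line, and limma replaced the count model. A gene was called in a line at a fold change of at least 2 in FPKM + 0.5 with an FPKM of at least 1 in at least 1 of the 2 libraries. For a change common to both lines, limma (3.58.1, lmFit and eBayes with a trend) was fitted to log2(FPKM + 0.5) with cell line and treatment as terms, over genes with an FPKM of at least 1 in at least 2 libraries, and p was adjusted by Benjamini-Hochberg. Treated and DMSO libraries are paired by their cell line, as the labels give it. The lines are the only replication. The p-values measure whether the mean change over the lines differs from no change, with the disagreement of the lines as error, moderated across genes. They are no test of likeness between the lines, and no p-value is given for the conditions within a line. Tests on the worked-back reads compare libraries and not conditions.

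In all, 40 gene lists were written before the data were examined, and 1073 of their 1131 entries were matched to a gene of the tables. The median log2 fold change of each list was set against that of all genes with at least 10 reads (-0.12 in T24, 0.07 in UM-UC-3) and placed among 10000 random lists of the same size matched on mean FPKM in 20 bins. Enrichment among the genes lower in both lines used a one-sided Fisher's exact test against genes with an FPKM of at least 1 in the DMSO library of each line, in place of the minimum of 10 reads that the design had set for counts. Genes named in the text are those the paper names for this experiment; the 10 largest changes per direction among genes called alike in both lines with at least 100 reads; the 5 largest per line and direction among genes called in that line and not alike in the other; of each list described, the 2 most abundant members and the 2 with the largest change; and members singled out as exceptions, which were chosen after their values were seen. Genes with near-identical copies, such as GAPDH, FTL, FTH1, EEF1A1, ACTB, ribosomal protein genes, histones and metallothioneins, can share reads and are uncertain. The notes do not say whether counting used strand.

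On simulated reads with a coefficient of variation of 0.2 and 200 genes changed, the size rule called 92.0 to 100.0% of the genes changed 4-fold or 16-fold in each line, and limma called 98.0 to 100.0%. Each changed gene had the same simulated fold in both lines, so limma's share does not hold for genes whose change differs between the lines. Of 31119 unchanged genes, 268 were called in T24, 239 in UM-UC-3 and 9 alike in both, and limma called 24 of 12984. Most of the 31119 lay below the FPKM minimum and could not be called. In the real libraries, 12638 genes in T24 and 13086 in UM-UC-3 reached it. Beside the 200 changed genes, 24 false calls are a larger share than the 0.05 of limma's adjusted p, which thus did not hold its level in this simulation. Alternatives were TMM and median-ratio scaling, other pseudocounts, FPKM and CPM minimums, fold thresholds, an exact binomial test and the DEGseq model on the worked-back reads, assumed coefficients of variation, voom, and limma without the cell line. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3. Figures were drawn with matplotlib 3.10.9. The RT-qPCR, Western blot and ChIP-qPCR measurements were not analysed here, and the limma result of the invasion list is not reported here.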

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

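The tests of library scaling and the test of cycling cells were chosen only after the results were seen. The rises described here lie outside the genes that the paper follows, which were those lower in both lines, and GAPDH and the genes with opposite calls were picked because the lines moved in opposite directions.

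The median changes of the lists of the integrated stress response, of NRF2 targets and of lysosome genes were above those of other genes in both lines, which the paper does not report, with 9, 6 and 2 genes called higher in both. Relative to all genes, the median log2 fold change of the ATF4 and integrated stress response list was 0.65 in T24 and 1.17 in UM-UC-3, of the NRF2 targets 1.21 and 0.70, and of the autophagy and lysosome list 0.80 and 0.44. Under library totals, TMM and median-ratio scaling the lowest of the lists' medians was 0.44, which argues against the choice among these scalings. The test was weak, as TMM moved log2 fold changes by only 0.15 in T24 and -0.10 in UM-UC-3. None of these scalings measures RNA per cell, so a change of it stays open. Genes shared between the lists and FTL, FTH1 and SQSTM1 came to 4 genes. Without these 4 the lowest percentile of the lists among matched random lists was 99.47, so they alone do not account for the rises. A median hardly moves when so few genes are left out, so the test says little more. A response of the cells to 140 µM OICR-9429 may underlie these rises as a hypothesis, but no second compound or dose was analysed here, so an effect through WDR5 and another effect of the compound were not separated.

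The medians of the S-phase, G2/M and DNA replication lists were lower in both lines, and the highest of their medians over both lines and the scalings was -2.12, while against random lists matched on gene length their highest percentile was 0. The percentile argues against gene length. The scaling test was weak, as TMM moved log2 fold changes by only 0.15 in T24 and -0.10 in UM-UC-3. That is too little to undo falls of this size, so the test could hardly have come out otherwise. These values do not address a change of RNA per cell, which none of the scalings measures. The paper's flow cytometry after 48 h found more treated cells in G0/G1 and fewer in S and G2/M (Fig. 2c). Its EdU assay found fewer cells in S phase (Fig. 2d). Fewer cycling cells in the treated cultures could lower these genes without any change at their promoters. The 7 genes with a promoter change by ChIP in the paper had a median log2 fold change of -3.27 in T24 against -2.66 for 128 other genes of the lists (percentile 12.0 among random sets), and of -4.10 against -2.80 in UM-UC-3 (percentile 0.76). CDK1 and MCM2, whose promoters did not change in the paper's ChIP, had log2 fold changes of -4.18 and -4.11, and of -1.67 and -3.46, and as the study chose its genes among those that fell in these libraries, cell cycle and promoter effects cannot be told apart here.

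GAPDH, the glycolytic enzyme that the study used as an internal control for Western blots and, in Fig. 7, for mRNA, had log2 fold changes of 0.59 in T24 and -1.03 in UM-UC-3, a difference between the lines that was not tested. Over all scalings the signs stayed opposite, with a smallest size of 0.59. This outcome was fixed beforehand: TMM moved log2 fold changes by 0.15 in T24 and -0.10 in UM-UC-3, which sets GAPDH's values further apart. The opposite signs thus do not depend on the choice among these scalings, and the test says no more. GAPDH pseudogenes held at most 0.286% of the reads of the family. How reads that match both GAPDH and a copy were counted was not examined, so this share cannot decide on shared reads. Of 9 other glycolytic enzymes, 7 had a higher log2 fold change in T24 than in UM-UC-3, such as LDHA with 0.18 and -2.61, while HK2 had -0.29 and 0.90. The number was 7 with median-ratio scaling and 8 with TMM. It lies between those set for and against a change of glycolysis as a group or, with TMM, reaches the one set for it. The number compares the lines and not the directions. In T24, HK2, PFKP, TPI1, PGK1, PGAM1 and ENO1 had log2 fold changes from -0.29 to -1.29. ALDOA, PKM and LDHA had positive ones there, of at most 0.37. A rise of the enzymes as a group in T24 is thus not shown, while a difference of the group between the lines stays open. The enzymes were chosen after the values of GAPDH were seen.

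In all, 299 genes were called higher in both lines, a set that the paper does not follow. Another 49 genes were called in opposite directions, 36 lower in T24 and higher in UM-UC-3 and 13 the other way, and these differences were not tested. These numbers were 26 and 25 with TMM, 26 and 22 with median-ratio scaling, 14 and 9 with a minimum of 1 CPM, 20 and 10 with a pseudocount of 1, 3 and 0 at a fold change of at least 4, and 0 and 0 with an assumed coefficient of variation of 0.4. They were larger, at 60 and 23, with a pseudocount of 0.1, 65 and 25 without an FPKM minimum, 97 and 38 with an assumed coefficient of variation of 0.1, and 131 and 55 with the exact binomial test. With the DEGseq model they were 72 and 32 at an adjusted p under 0.001, 172 and 67 at one under 0.05, and 1557 and 699 with no fold threshold.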

How the results depend on the processing

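The assumed coefficients of variation, the pseudocounts for the calls and for limma, and the calls without an FPKM minimum were added after the data were seen. So were voom and TMM in limma. The DEGseq model at an adjusted p under 0.05 and the background of at least 10 reads were set by the design for counts. They were added as alternatives only after the data were seen. The other alternatives were fixed before. Among the calls of UM-UC-3 the balance turned: 46.4% were lower with library totals, against 53.9% with TMM, 50.4% with median-ratio scaling, 57.1% at a fold change of at least 4 and 57.9% with an assumed coefficient of variation of 0.4. No list median outside the range of random lists turned its direction, and the adjusted p of each enrichment stayed on its side of 0.05 under TMM scaling and with a background of at least 100 reads or of at least 10. With 1 library per condition no library could be left out, and the effect of depth was not tested.
Genes called in T24, in UM-UC-3, lower in both and higher in both came to 5128, 5962, 1135 and 767 with an exact binomial test of the worked-back reads. The DEGseq model gave 12830, 13391, 3664 and 3311 with no fold threshold, and 5559, 6464, 1202 and 832 at an adjusted p under 0.05 with a fold change of at least 2. At an adjusted p under 0.001 it gave 3908 in T24 and 569 higher in both. A fold change of at least 4 gave 546, 737, 238 and 22. An assumed coefficient of variation of 0.4 gave 410, 613, 181 and 24, and 0.1 gave 4243 in T24, 5197 in UM-UC-3 and 650 higher in both. The correlation of the lines' fold changes was 0.59 with a pseudocount of 0.1, 0.64 with 2, 0.68 over genes of at least 100 reads and 0.61 with TMM. Genes with a common change in limma, in all, lower and higher, were 937, 637 and 300 with median-ratio scaling, 1042, 702 and 340 with TMM, and 949, 662 and 287 with voom. The higher genes were 170 with a pseudocount of 0.1. Without the replicate block of the cell line the counts were 0, 0 and 0 (1062 genes at an unadjusted p under 0.05), and 0, 0 and 0 without an FPKM minimum (2932 genes). The cause was not tested.
Of the lists' medians, 295 values kept their side of the random lists' range under the alternatives, 8 passed it and 2 no longer did. Of single genes' adjusted p in limma, 1030 kept their side of 0.05, 51 passed it and 121 no longer did. The planned exact tests with an assumed coefficient of variation were not run, and a Wald test of the worked-back reads took their place. The planned fits by a second count model were not run.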

Differences from the paper's values

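The paper gives 3747 differentially expressed genes in T24, 4527 in UM-UC-3 and 956 lower in both, at thresholds that its text does not name. The size rule used here, with a fold change of at least 2 and no test, gave 2585, 3408 and 707, and none of these is more than 1.5 times away from the paper's count. Of the alternatives set before the data were examined, the DEGseq model on the worked-back reads, at an adjusted p under 0.001 and a fold change of at least 2, gave 3908, 4827 and 970, each within 1.5 times of the paper's count, and the exact binomial test gave 5128, 5962 and 1135, also within 1.5 times. TMM scaling gave 2514, 3432 and 677 and median-ratio scaling 2510, 3440 and 664, likewise within 1.5 times. An assumed coefficient of variation of 0.1, chosen after seeing the values, gave 4243, 5197 and 1030. A minimum of 1 CPM gave 2274 in T24, more than 1.5 times below the paper's (3108 and 675 for the others were not), as were 546, 737 and 238 at a fold change of at least 4, while the DEGseq model with no fold threshold gave 12830, 13391 and 3664, more than 1.5 times above.

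The paper lists apoptosis and migration among the processes of its Gene Ontology analysis. In the lists used here, which are not Gene Ontology terms, 1 of 10 anti-apoptotic, 0 of 20 pro-apoptotic and 3 of 36 migration genes of the background were lower in both lines, with an adjusted p of 1 each, and this stayed above 0.05 under each alternative. The median of the migration list lay below the middle 95% of random lists in both lines (percentiles 1.60 and 0.51), and 2 of its genes fell in limma (7 fell and 1 rose when adjusted over the list alone). The cell cycle and DNA repair genes that the paper names went in its direction, as did BIRC5, which it names for apoptosis. The study chose these genes among those that fell in these libraries, so their direction here is no independent evidence.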

Other observations

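The observations on single genes and lists below come from lists fixed before the data were examined; no test was chosen after a result was seen. ATF4, the transcription factor of the integrated stress response, went from 288 to 519 FPKM in T24 and from 169 to 445 FPKM in UM-UC-3 (adjusted p = 0.086 from limma). Of its list, 9 genes were called higher in both lines and none lower, and 3 rose in limma (19 when adjusted over the list alone). GDF15, a stress-induced cytokine gene, had log2 fold changes of 1.87 and 4.75 (adjusted p = 0.055), and SLC38A2, an amino acid transporter gene, of 1.24 and 1.06 (adjusted p = 0.060). Of the NRF2 targets, 6 were higher in both lines and 4 rose in limma (8 when adjusted over the list alone), among them OSGIN1, with log2 fold changes of 3.72 and 2.01. Of the autophagy and lysosome genes, 2 rose in limma (2 when adjusted over the list alone), SQSTM1 and the lysosomal sialidase gene NEU1, with log2 fold changes of 2.84 and 2.55 for NEU1.

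Other lists lay outside the middle 95% of their random lists in 1 line alone, a difference between the lines that was not tested. Relative to all genes, the interferon-stimulated genes had a median log2 fold change of 0.04 in T24 and -1.03 in UM-UC-3, where 18 were called lower. Only 21 of them had an FPKM of at least 1 in T24, against 37 in UM-UC-3. As the changes of low genes are understated, the smaller change in T24 may partly reflect low expression there. OAS3, an antiviral enzyme gene, fell in limma (adjusted p = 0.024), with log2 fold changes of -1.54 and -2.09. The chaperones of the unfolded protein response had relative medians of 0.05 and 0.88, and its members went both ways: 13 were called higher and 6 lower in UM-UC-3, 3 higher and 3 lower in both lines, and 1 fell in limma (6 fell and 7 rose when adjusted over the list alone). PDIA4, a disulfide isomerase gene, fell in limma (adjusted p = 0.018), with log2 fold changes of -1.62 and -1.80. HSPA5, the main chaperone of the endoplasmic reticulum, went from 237 to 925 FPKM in UM-UC-3, with 264 and 267 FPKM in T24. The cholesterol synthesis genes had relative medians of 0.11 and 0.67, with log2 fold changes of 0.53 and 1.32 for SQLE. Replication-dependent histone genes, which can share reads, had relative medians of 1.16 in T24 and -0.04 in UM-UC-3, and 5 were called higher and 1 lower in both lines. In UM-UC-3, 7 were called higher and 4 lower. In limma over both lines 2 rose (6 rose and 1 fell when adjusted over the list alone), among them HIST1H2AC, with log2 fold changes of 3.32 and 1.91 (adjusted p = 0.026). Of 38 lists measured in both lines, 6 lay below and 3 above the middle 95% of random lists in both lines, 0 in opposite directions, 3 in T24 alone, 10 in UM-UC-3 alone and 16 in neither. Of the 6, 1 holds the genes that the study tested by RT-qPCR, which it chose among those that fell in these libraries, so the place of that list is no evidence.

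Several genes used as controls changed. ACTB, the cytoskeletal actin, had log2 fold changes of -1.94 and -1.81 (adjusted p = 0.029 from limma), and TUBB, a tubulin, of -1.95 and -2.11 (adjusted p = 0.012), and both can share reads with near-identical copies. The housekeeping list had relative medians of -0.19 in T24 (percentile 7.19) and -0.69 in UM-UC-3 (percentile 0.17), and 3 of its 26 genes fell in limma (4 fell and 1 rose when adjusted over the list alone).

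CD274, which encodes PD-L1, had 1.38 FPKM in DMSO (exact Poisson 95% interval 1.18 to 1.61) and 0.0664 in OICR-9429 (0.0287 to 0.131) in T24, and 1.34 (1.14 to 1.57) and 0.792 (0.641 to 0.969) in UM-UC-3, without the interferon stimulation that the paper used for its PD-L1 measurements. Its adjusted p in limma was 0.19. TNFSF9, a ligand of the costimulatory receptor CD137, had log2 fold changes of 1.01 and 1.31 (adjusted p = 0.078).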
